# Class I HDAC inhibitor entinostat synergizes with PLK1 inhibitors in *MYC*-amplified medulloblastoma cells

**DOI:** 10.1007/s11060-023-04319-1

**Published:** 2023-05-15

**Authors:** Gintvile Valinciute, Jonas Ecker, Florian Selt, Thomas Hielscher, Romain Sigaud, Johannes Ridinger, Venu Thatikonda, Charlotte Gatzweiler, Sarah Robinson, Julie Talbot, Flavia Bernardi, Daniel Picard, Mirjam Blattner-Johnson, Simone Schmid, David T. Jones, Cornelis M. van Tilburg, David Capper, Marcel Kool, Marc Remke, Ina Oehme, Stefan M. Pfister, Martine F. Roussel, Olivier Ayrault, Olaf Witt, Till Milde

**Keywords:** Medulloblastoma, MYC, HDAC inhibitor, PLK1 inhibitor

## Abstract

**Purpose:**

We and others have demonstrated that *MYC*-amplified medulloblastoma (MB) cells are susceptible to class I histone deacetylase inhibitor (HDACi) treatment. However, single drug treatment with HDACi has shown limited clinical efficacy. We hypothesized that addition of a second compound acting synergistically with HDACi may enhance efficacy.

**Methods:**

We used a gene expression dataset to identify PLK1 as a second target in MB cells and validated the relevance of PLK1 in MB. We measured cell metabolic activity, viability, and cycle progression in MB cells after treatment with PLK1-specific inhibitors (PLK1i). Chou–Talalay synergy calculations were used to determine the nature of class I HDACi entinostat and PLK1i interaction which was validated. Finally, the clinical potential of the combination was assessed in the in vivo experiment.

**Results:**

*MYC*-amplified tumor cells are highly sensitive towards treatment with ATP-competitive PLK1i as a monotherapy. Entinostat and PLK1i in combination act synergistically in MYC-driven MB cells, exerting cytotoxic effects at clinically relevant concentrations. The downstream effect is exerted via MYC-related pathways, pointing out the potential of *MYC* amplification as a clinically feasible predictive biomarker for patient selection. While entinostat significantly extended survival of mice implanted with orthotopic *MYC*-amplified MB PDX, there was no evidence of the improvement of survival when treating the animals with the combination.

**Conclusion:**

The combination of entinostat and PLK1i showed synergistic interaction in vitro, but not in vivo. Therefore, further screening of blood–brain barrier penetrating PLK1i is warranted to determine the true potential of the combination as no on-target activity was observed after PLK1i volasertib treatment in vivo.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s11060-023-04319-1.

## Introduction

Medulloblastoma (MB) is one of the most common pediatric malignant brain tumors [1], with substantially differing survival rates from nearly 100% to below 50% 5-year overall survival (OS) [2] depending on molecular group (WNT, SHH, group 3 and group 4) [3]. Each of the groups can be differentiated further [2, 4, 5]; in particular group 3/4 MBs with eight subgroups (I–VIII) [5, 6]. Advanced therapeutic strategies are needed for the more aggressive subgroups of MB, e.g. group 3/4 subgroup II with *MYC*-amplification.

*MYC* amplification is one of the most critical determinants for poor progress-free (PFS) and OS [7]. MYC is a transcription factor (TF) frequently driving various malignancies [8]. As with other TFs, direct targeting of MYC has been a challenge [8]. Therefore, targeting of the MYC transcriptional complex or the transcription of the *MYC* gene remain important strategies against MYC-driven tumors [8].

Histone deacetylases (HDACs) are enzymes that remove the acetyl group of lysine in histones and other proteins. The four classes of HDACs (I-IV) differ in their structure, localization, and targets [9]. High sensitivity of class I HDAC inhibitor (HDACi) treatment in *MYC*-amplified MB has been described [10, 11]. HDACis directly interfere with the MYC transcriptional program in MYC-driven MB [12]. While HDACis showed only moderate clinical success as single therapeutics [13], combination therapy shows preclinical activity [11].

Polo-like kinases (PLKs) [14] are serine/threonine phosphorylation-catalyzing enzymes. There are five PLKs (PLK1-5), with PLK1 being the most extensively studied family member due to its distinct role in cell cycle regulation. PLK1 is upregulated in various tumor entities, indicating oncogenic activity, but evidence of PLK1 functioning as a tumor suppressor has been published as well [15]. PLK1 inhibitors (PLK1i) have been used in pre-clinical [16, 17] and clinical [18] studies for over a decade, yet so far no PLK1i has been approved for clinical use to date, mainly due to less-than-expected clinical efficacy and dose-limiting toxicity. Applying PLK1i in synergistic combination treatments of sensitive cancer entities could lead to both increased efficacy and decreased toxicity.

Here, we identify PLK1 as a potential co-target for a combination therapy with the class I HDACi entinostat in *MYC*-amplified medulloblastoma and investigate synergistic interactions in vitro and in vivo.

## Materials and methods

### Cell culture

All cell lines were cultured as previously described. MB: MED8A, UW228-2 and ONS-76 [19], HD-MB03 [20] and D458 [21]. The *MYC* amplification status was confirmed by methylation-array-based copy number plots [22] (Suppl. Figure 1), which were performed as previously described [23]. Non-transformed human foreskin fibroblasts VH7 [24]. All cell lines were monitored for contamination and authenticated by Multiplex cell Contamination Test (McCT) service (Heidelberg, Germany) as described [25]. Short-term patient-derived xenograft (PDX) cell culture is described in Supplementary materials and methods.

### Drugs

Inhibitors used in vitro and in vivo are summarized in the Supplementary Table 1 and described in Supplementary materials and methods.

### siRNA-mediated PLK1 knock-down

Transfection with four PLK1-targeting siRNAs (Cat. No. 1027416, Hs_PLK1_4, 6, 7, 11 FlexiTube siRNA, Qiagen, Hilden, Germany) was conducted according to the manufacturer’s instructions using HiPerfect transfection reagent (Qiagen), each mix containing two of the PLK1 targeting siRNAs (mix 1: Hs_PLK1_4 and 6; mix 2: Hs_PLK1_7 and 11). Allstars (Qiagen) and RISC-free (Horizon Discovery, Waterbeach, UK) were used as controls.

### Animal studies

All animal experiments were conducted in accordance with ethical and legal regulations for animal welfare and approved by Regierungspräsidium Karlsruhe (G-270/19; Karlsruhe, Germany) and Animal Care and Use Committee at St. Jude Children’s Research Hospital. For details on in vivo studies see Supplementary materials and methods.

### WST-8 metabolic activity assay and viability analysis

5000 cells/well were seeded on a 96-well plate (Corning Inc., Corning, NY, USA) 24 h before treatment. Drugs were administered using the Tecan 300e Digital Dispenser (Tecan Group Ltd, Mannedorf, Switzerland). After 72 h incubation, WST-8 tetrazolium salt-based assay (Roche, Basel, Swizterland) was performed following manufacturer’s instructions. Cell number and viability was determined after 72 h treatment using trypan blue exclusion method in an automated Vicell XR cell counter (Beckman Coulter, Brea, CA, USA). In order to differentiate both assays within this manuscript, “cell viability” refers to the trypan blue exclusion method and “metabolic activity” refers to the WST-8 assay.

### Cell cycle analysis by flow cytometry

Cells were fixed in ice-cold 70% ethanol for 1 h, washed with 38 mM Na-citrate buffer and stained with 50 µg/mL propidium iodide (PI) containing 50 µg/mL RNAse A (Sigma-Aldrich) at 37 °C for 20 min. Measurement of DNA content was conducted using BD FACSCanto II platform (BD Bioscience, Franklin Lakes, NJ, USA), the data was analyzed using FlowJo™ v10.6.1 software (BD Bioscience).

### Caspase-3-like activity assay

Caspase-3-like activity was measured using the caspase-3 fluorometric assay kit (Biovision Inc., Milpitas, CA, USA) as described previously [19] after 24 or 48 h of treatment. For a positive control, cells were exposed to UV irradiation (35 mJ/cm^2^) 16 h before collection.

### RNA isolation, cDNA synthesis and quantitative reverse transcription real-time PCR (qRT-PCR)

RNA isolation, cDNA synthesis and qRT-PCR were performed and analyzed as published previously [19], using primers indicated in Supplementary Table 2 (Qiagen). Normal cerebellum RNA was used as control (Clontech, Moutain View, CA, USA).

### Immunoblotting

Immunoblotting was conducted as published previously [12]. Antibodies are listed in Supplementary Table 3. Images were acquired and enhanced with Azure c400 imaging system (Azure Biosystems Inc., Dublin, CA, USA) and cropped using Inkscape 0.92.4 software (open source). Protein expression was quantified using InfanView v4.54 (Irfan Skilijan) and ImageJ v1.52 (NIH, Bethesda, MD, USA). Protein expression was background-adjusted and normalized.

### Datasets used for gene expression, ChIP and protein abundance analysis

For details on gene expression, ChIP and protein data sets, see Supplementary materials and methods.

### Gene expression profiling and gene set enrichment analysis

Total RNA was isolated using RNeasy Mini Kit (Qiagen) after 6 h of 5 µM entinostat, 1 µM volasertib, or combinatorial treatment. Microarray analysis was done at the Genomics and Proteomics Core Facility at the German Cancer Research Center (DKFZ) using the Affymetrix Human U133 Plus 2.0 GeneChip according to the manufacturer’s instructions. Data was analysed as described in the Supplementary materials and methods.

### Data Availability

Gene expression profiling data is available in GEO database (GSE220748).

### Statistical analysis and data visualization

All experiments were performed in at least three biological replicates. All data is depicted in mean ± SD, unless otherwise indicated. For details on statistical evaluation and data visualization please see Supplementary materials and methods.

## Results

### The MYC target gene *PLK1* is downregulated upon class I HDAC inhibition

To identify MYC-driven genes downregulated upon class I HDAC inhibition, representing potential drug targets in combination with HDACis, we analyzed the regulation of the MYC target gene sets HALLMARK_MYC_TARGET_V1 and V2 [26] (229 genes) upon treatment of the *MYC*-amplified MB cell line HD-MB03 with the class I HDAC inhibitor entinostat (Fig. 1a). 17/229 (7.4%) MYC target genes were significantly regulated by entinostat treatment (Suppl. Table 4). Filtering for genes coding for proteins targetable with small molecule inhibitors identified three genes: PLK1, PLK4 and CUL1 (Fig. 1b). Of these three genes, only PLK1 and PLK4 inhibitors were in clinical trials at the time. Therefore, we chose to investigate PLK1 further because PLK1is were clinically the most advanced compounds (phase 3). PLK1 mRNA (Suppl. Fig. 2a) and protein (Suppl. Fig. 2b) expression were reduced upon entinostat treatment (at the same concentration as was used in the screen) (Fig. 1a). Enrichment of MYC, H3K27ac, and RNAPolII on the PLK1 promoter in three primary *MYC*-amplified group 3 MB samples (summary: Fig. 1c; individual tumors: Suppl. Fig. 2c–e) confirmed PLK1 to be a MYC activated gene (MAG) in human MB. Treatment of the *MYC*-amplified MB cell line HD-MB03 with entinostat led to a reduction of MYC, H3K27ac, and RNA PolII binding (Fig. 1d), thus confirming (as expected for MAGs) the transcriptional regulation of the MYC-target gene PLK1 upon class I HDAC inhibition. Thus, PLK1 is a MYC target gene regulated upon class I HDAC inhibition and could be a suitable target for combination with HDACis.

**Fig. 1:**
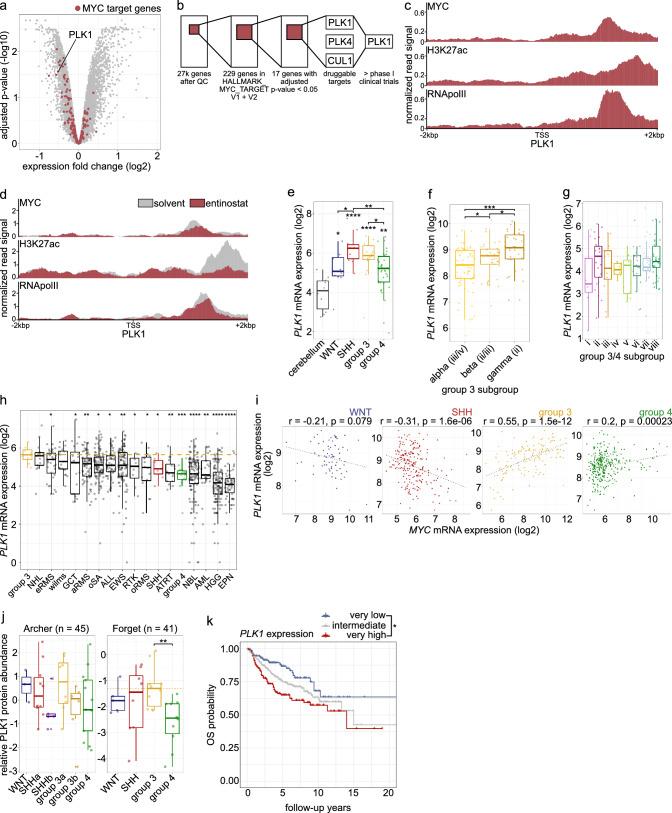
PLK1 is a relevant target in MB. **a** Volcano plot showing differential mRNA expression in HD-MB03 MB cells treated with 5 µM entinostat for 6 h, MYC target genes (HALLMARK_MYC_TARGET_V1 and V2 [26]) are marked in dark red. **b** Target gene filtering scheme. **c** MYC, H3K27ac and RNAPolII ChIP signal peaks around PLK1 TSS in primary MB tumors [12]. **d** MYC, H3K27ac and RNAPolII ChIP signal peaks around PLK1 TSS in HD-MB03 MB cells treated with solvent or 5 µM entinostat [12]. **e** *PLK1* mRNA expression in groups of MB (MB dataset: Gilbertson (n = 76) [48], cerebellum dataset: Kool (n = 10)). **f** *PLK1* mRNA expression in three group 3 subgroups of MB (Cavalli (n = 763) [2], equivalent subgroup in parentheses as suggested previously [6]). **g** *PLK1* mRNA expression in MB group 3 and 4 subgroups of medulloblastoma (Pfister (n = 223) [5], difference from the reference subgroup II is not significant). **h** PLK1 mRNA expression in pediatric cancer entities in INFORM database [27] (yellow line: group 3 MB median value). **i ***PLK1* and *MYC* mRNA expression correlation analysis in WNT, SHH, group 3 and group 4 of MB (Cavalli (n = 763) [2]; linear regression analysis with Pearson correlation coefficient). **j** Relative PLK1 protein abundance in Archer [28] and Forget [29] datasets (difference to the reference group 3a is not significant). **k** Overall survival (OS) differences between *PLK1* mRNA high (above Q3), low (below Q1) and intermediate expressing tumor patients (Cavalli (n = 763) [2]; Log Rank test). *ALL* acute lymphoblastic leukemia. *AML* acute myeloid leukemia. *ATRT* atypical teratoid rhabdoid tumor. *EPN* ependymoma. *GCT* germ cell tumors. *HGG* high grade glioma. *NBL* neuroblastoma. *NHL* non-Hodgkin lymphoma. *RTK* rhabdoid tumor of kidney. *EWS* Ewing’s sarcoma. *a/e/oRMS* alveolic/embryonal/other rhabdomyosarcoma. *oSA* other sarcoma. *SHH* sonic hedgehog MB. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.00001; ns or no indication: not significant

### The target PLK1 is expressed in *MYC*-amplified cell line models and primary tumors

To investigate the PLK1 presence, we analyzed its mRNA and protein expression in both primary samples and cell models of MB.

The analysis of *PLK1* mRNA expression in publicly available MB gene expression data sets showed significantly higher expression in MBs compared to cerebellum in all 4 molecular groups, particularly in SHH and group 3 (Gilbertson, n = 76, Fig. 1e). *PLK1* mRNA expression levels were highest in group 3 subgroup ii (equivalent to gamma, Cavalli, n = 763, Fig. 1f, Pfister, n = 223, Fig. 1g) associated with *MYC*-amplification [2, 5]. Recurrent group 3 MB showed the highest *PLK1* mRNA expression compared to other recurrent pediatric tumors analyzed in the INFORM database [27] (Fig. 1h). A significant positive correlation of *PLK1* to *MYC* mRNA expression with an r-value > 0.5 was observed in group 3 MB only (Fig. 1i). Relative PLK1 protein abundance was the highest in the subgroups associated with *MYC* amplification, G3a [28], and group 3 [29] (Fig. 1j). Finally, very high (above Q3) *PLK1* mRNA expression in pan-MB cohort was significantly associated with lower OS (Fig. 1k), further emphasizing the role of PLK1 as an oncogene in MB. In group 3 (Fig. 1k, Suppl. Fig. 3a) as well as group 3γ (Suppl. Fig. 3b), *PLK1* mRNA expression stratified patients with better (very low *PLK1* expression) or poorer survival (very high *PLK1* expression), while no such association was seen for *PLK2* and *4* (Suppl. Fig. 3c, d).

Analysis of the *MYC*-amplified and non-amplified (Suppl. Fig. 3f) cell line models used in this study revealed high *PLK1* mRNA expression compared to normal tissue (Suppl. Fig. 3e). Investigation of PLK1 protein in MB cells showed similar PLK1 expression in all tested cell lines (Suppl. Fig. 3g). No MYC status-dependent differences in doubling time were noted in all models investigated (Suppl. Figure 4).

In summary, we conclude that PLK1 is a valid target in *MYC*-driven background, and that the models are suitable for studying PLK1 targeting.

### *MYC*-amplified MB cell lines are more sensitive to PLK1 inhibition than *MYC* non-amplified MB cell lines

Determination of single drug dose–response of several PLK1is (Suppl. Table 5) showed lower IC50s in *MYC*-amplified MB cells for all three ATP-competitive PLK1is (volasertib, GSK461364, onvansertib) (Fig. 2a–d, Suppl. Table 6), but not for the non-ATP-competitive dual activity PLK1 and PI3K inhibitor rigosertib (Fig. 2a, e, Suppl. Table 6). The activity of the ATP-competitive PLK1is on the fibroblast cell line VH7 was comparable to the activity on non-amplified MB cell lines, suggesting a presence of a therapeutic window in case of *MYC*-amplified MB. A loss of phosphorylation of the PLK1 downstream target TCTP confirmed the on-target-effect for all PLK1is except for rigosertib (Fig. 2f), which was subsequently excluded from further analyses. The increased PLK1i potency and efficacy observed in *MYC*-amplified cell lines (Fig. 2b–d) was confirmed in artificial models (Fig. 2g, h) where the MYC protein was overexpressed (Suppl. Fig. 5).

**Fig. 2:**
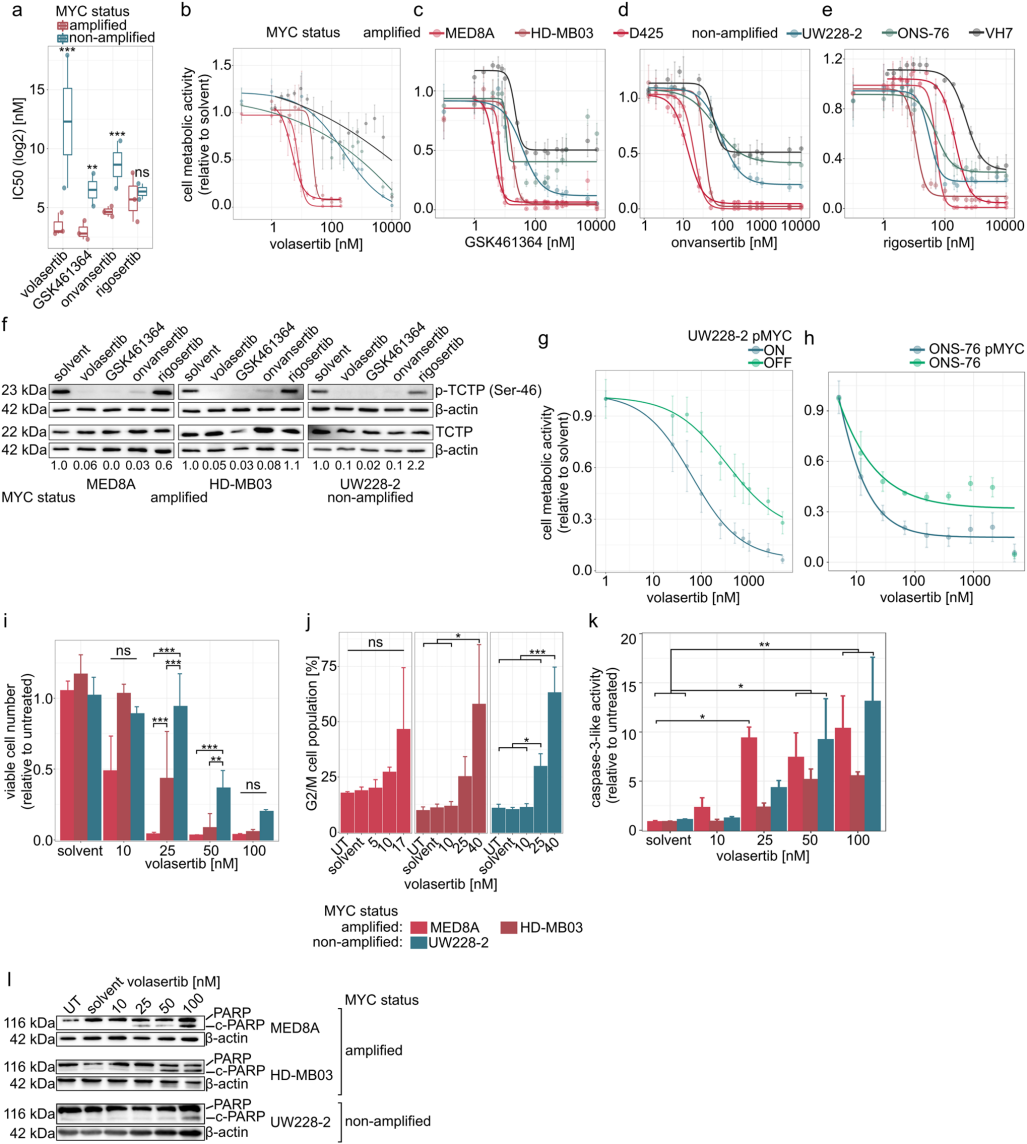
PLK1 inhibitors are selective to *MYC*-amplified MB cell line models. **a** Comparison of the IC50 (log2, nM) values of PLK1 inhibitors in *MYC*-amplified and non-amplified MB cell line models. **b**–**e** Dose–response plot of volasertib (**b**), GSK461364 (**c**), onvansertib (**d**) and rigosertib (**e**) based on metabolic activity in tested cell line models after 72 h treatment. **f** On-target effect of PLK1 inhibitors (volasertib, GSK461364, onvansertib and rigosertib, all 1 µM) in MB cell line models after 20 min treatment (quantification normalized to loading control and solvent). **g** Dose–response plot of volasertib based on metabolic activity in MYC-inducible UW228-2 cell line model after 72 h treatment. **h** Dose–response plot of volasertib based on metabolic activity in MYC-expressing ONS-76 cell line model after 72 h treatment. **i** Relative viable cell number in MB cell line models after volasertib treatment for 72 h. **j** percentage of single cell population in G2 phase in MB cell line models after volasertib treatment for 24 h. **k** Caspase-3-like activity after 24 h treatment with volasertib in MB cell line models. **l** PARP cleavage in *MYC*-amplified (MED8A, HD-MB03) and non-amplified (UW228-2) MB cell line models after 24 h volasertib treatment. *UT* untreated. *p < 0.05; **p < 0.01; ***p < 0.001; ns or no indication: not significant

We therefore conclude that *MYC*-amplified MB cell lines are more sensitive to PLK1is, and that *MYC*-amplification could represent a predictive biomarker for response to PLKi treatment.

### Validation of PLK1 and class I HDAC inhibition in *MYC*-amplified MB

The subsequent experiments focused on volasertib due to advanced clinical development (Suppl. Table 5). Volasertib treatment of MB cell lines decreased the number of viable cells significantly in a concentration and MYC status-dependent manner (Fig. 2i). As expected, a concentration-dependent cell cycle arrest at G2/M phase was detected, without dependence on MYC status (Fig. 2j). A concentration-dependent increase of the caspase-3-like activity was detected in all MB cell lines (Fig. 2k). Finally, *MYC*-amplified cells exhibited PARP cleavage upon volasertib treatment at lower concentrations compared to *MYC*-non-amplified cells (Fig. 2l, Suppl. Fig. 6). Thus, volasertib leads to a significant decrease in the number of viable cells and increased PARP cleavage in a *MYC*-dependent manner in MB cells.

In line with previously published data on single agent class I HDACi treatment of MB cells [10, 12], we observed a *MYC*-status-dependent reduction of metabolic activity in the UW228-2-*MYC*-inducible cell line model (Suppl. Fig. 7a), viable cell number (Suppl. Fig. 7b), an increase of subG0/G1 (Suppl. Fig. 7c), caspase-3-like activity, and PARP cleavage upon treatment of MB cells with entinostat (Suppl. Fig. 7d–f). This data again confirms a *MYC* status-dependent response of MB cells to class I HDAC inhibition.

### Synergistic interaction of the class I HDACi entinostat and PLK1 inhibitors in MB

In a Chou–Talalay drug interaction model [30, 31]-based analysis, entinostat interacted with the PLK1is volasertib, GSK461364, and onvansertib (Fig. 3a). In particular, volasertib displayed synergism in all three models tested, while GSK461364 and onvansertib showed synergism in two out of three models (Fig. 3a, c). While synergism was detected in both *MYC*-amplified and non-amplified MB cell lines, the concentrations needed to achieve synergistic effects were lower and in a clinically achievable concentration range (comparable to the c_max_ reported by clinical trials [32, 33], Suppl. Table 5) in the *MYC* amplified background compared to the *MYC*-non-amplified background (Fig. 3c, Suppl. Fig. 8a–c). *MYC* expression in non-amplified ONS-76 led to synergistic interaction between entinostat and volasertib (Fig. 3b, Supp. Fig. 8d), confirming the contribution of *MYC* expression to PLK1i synergism with HDACi in a genetic model. Additive-to-synergistic interaction of entinostat and volasertib was observed in one out of two group 3 *MYC*-amplified PDX short-term cell cultures tested (Suppl. Fig. 8e).

**Fig. 3:**
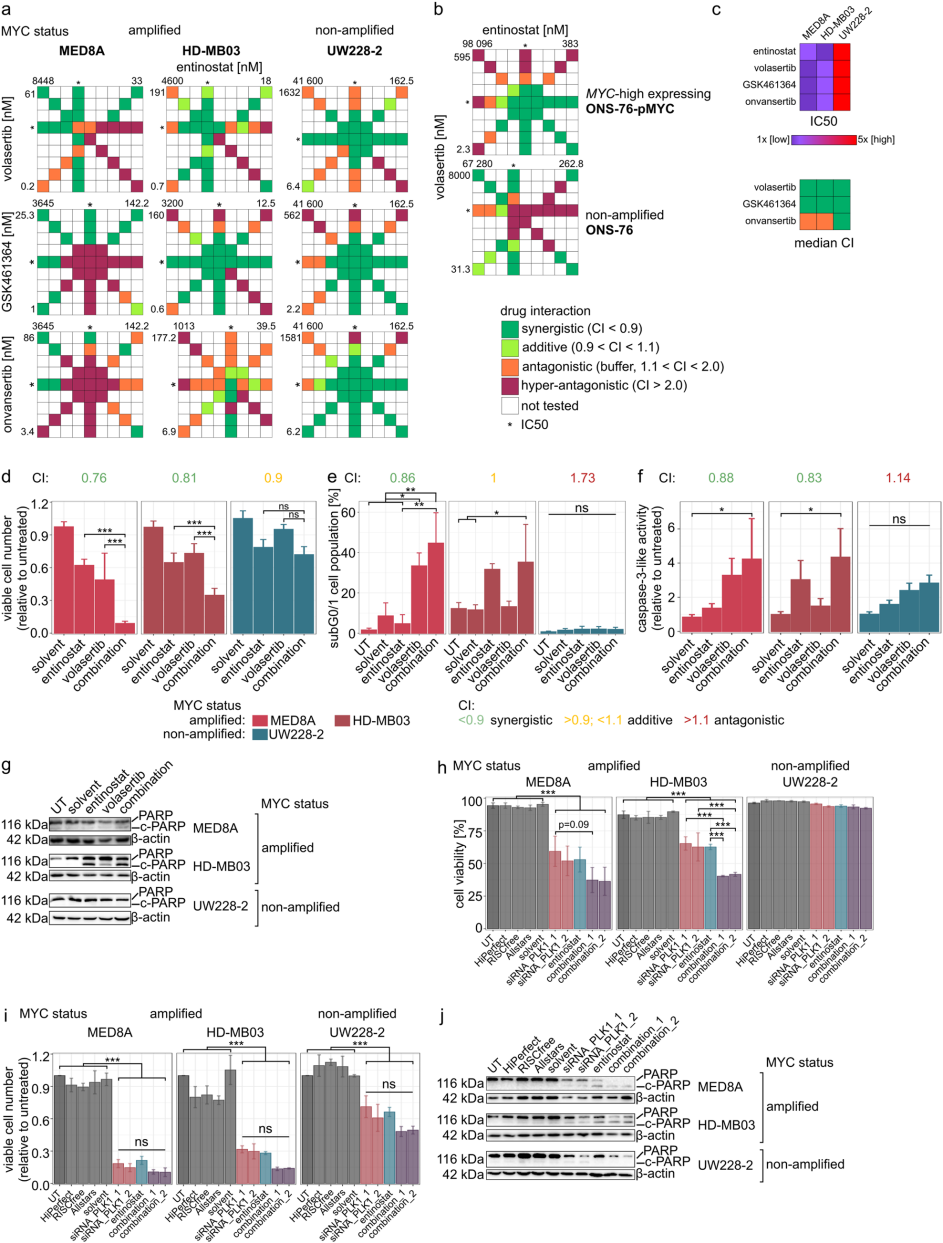
PLK1i and entinostat interact synergistically in MB. **a** PLK1i and entinostat (concentrations from 1/16x to 16x IC50) combination index (CI) tables in MB cell lines. **b** Volasertib and entinostat (concentrations from 1/16× to 16× IC50) combination index (CI) tables in ONS-76 wild-type cell line and ONS76 cell line transduced with MYC-expressing construct. **c** Entinostat and PLK1i IC50s used for combination evaluation heatmap in MED8A, HD-MB03 and UW228-2 and median combination indices (CIs) of entinostat and PLK1is in MB cell lines. **d** Relative viable cell number in MB cell line models after volasertib (MED8A: 10 nM, HD-MB03 and UW228-2: 15 nM), entinostat (500 nM) or combination treatment for 72 h. **e** Percentage of single cell population in subG0/1 fraction in MB cell line models after 48 h treatment. **f** Caspase-3-like activity after 24 h (MED8A) or 48 h (HD-MB03 and UW228-2) treatment with volasertib (MED8A: 10 nM, HD-MB03 and UW228-2: 15 nM), entinostat (1000 nM) or their combination in MB cell line models. **g** PARP cleavage in MB cell line models after 48 h volasertib (MED8A: 10 nM, HD-MB03 and UW228-2: 15 nM), entinostat (1000 nM) or combination treatment. **h** Percentage of viable cells in MB cell line models after 48 h siRNA-mediated PLK1 knock-down, entinostat (1000 nM) treatment or their combination. **i** Relative viable cell number in MB cell line models after 48 h PLK1 knock-down, entinostat (1000 nM) treatment or respective combination. **j** PARP cleavage in MB cell line models after 48 h siRNA-mediated PLK1 knock-down, entinostat (1000 nM) treatment or their combination. *UT* untreated. **p < 0.01; ***p < 0.001; ns or no indication: not significant. CI values in (**d)**, (**e)**, (**f)** were calculated using bliss independence model, green: synergistic, yellow: additive, red: antagonistic interaction

### Validation of synergy of entinostat and volasertib in *MYC* amplified MB cells

The synergy of the combination of class I HDAC and PLK1 inhibition with entinostat and volasertib was validated by cell counts, cell cycle analysis, caspase-3-like activity assay, and PARP immunoblot. While cell cycle arrest was independent of *MYC* status (Fig. 2j), only *MYC*-amplified MB cells showed a synergistic reduction of the number of viable cells (Fig. 3d), a synergistic to additive increase in the subG0/G1 fraction (Fig. 3e), synergistic caspase-3-like activity (Fig. 3f), and increased PARP cleavage (Fig. 3g, Suppl. Fig. 9a, Suppl. Table 7). MYC-dependent effects of the combination treatments on cell viability and death were replicated in a genetic model combining siRNA-mediated PLK1 knock-down (Suppl. Fig. 9b) and entinostat treatment (Fig. 3h–j).

We conclude that class I HDAC and PLK1 inhibition with entinostat and volasertib is synergistic in most biological readouts at clinically achievable concentrations in the *MYC*-amplified MB cells.

### Mechanism of action of entinostat and volasertib as single agent and in combination

Our data indicates *MYC* amplification as a possible biomarker for the treatment with class I HDACi and PLK1i. We therefore investigated MYC´s role in the cellular response to the combination treatment. It has been shown that MYC target genes are downregulated upon entinostat treatment [12]. As MYC protein expression was reduced upon volasertib treatment (Fig. 4a), we examined the effect on MYC target genes in the combination treatment. 

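Gene expression was measured in HD-MB03, an established human group 3 medulloblastoma cell line with amplified MYC. Adherent cells received solvent, 5 µM entinostat (an inhibitor of class I histone deacetylases), 1 µM volasertib (an inhibitor of PLK1) or both, and were collected after 6 h. Total RNA of 3 biological replicates per group was hybridised to 12 Affymetrix whole-genome arrays. The authors normalized the arrays with GCRMA, which corrects the background from the probe sequences and gives a log2 value per probe set. The medians of the 12 arrays lay between 1.94 and 2.01, and between 31.2% and 32.1% of the probe sets of an array lay above a log2 value of 4. With 3 arrays in a group, the number of arrays limits the precision. From these values, 54613 probe sets were tested with limma over all 12 arrays, with the replicate number as a block because the supplementary methods account for paired samples, and p-values were adjusted by Benjamini-Hochberg. Counts of genes use the probe set with the highest mean among those with exactly 1 gene symbol, which gives 19775 genes. Gene sets were tested with camera at a preset correlation of 0.01 between genes, on the probe set with the strongest effect per gene. The member lists of the Hallmark MYC target sets hold 200 (V1) and 58 (V2) symbols and were written from memory, so single members can differ from the published sets. A probe set of their own was found for 182 and 51 of these symbols.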

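After 6 h of entinostat, 2487 of 19775 genes rose and 2801 fell against vehicle at an adjusted p under 0.05 from limma (10872 probe sets, and 6816 without the replicate block). EGR1, an immediate early transcription factor, went from a log2 level of 2.16 ± 0.31 (SD, n = 3) to 7.39 ± 0.50 (SD, n = 3), a log2 fold change of 5.23 (standard error 0.22). MYOT rose by 5.24 (standard error 0.25), TMEM45A by 5.05 (standard error 0.16) and the neuronal cytoskeleton gene NEFH by 3.93 (standard error 0.12) on the log2 scale. TBR1, a T-box transcription factor of neurons, fell by 3.12 (standard error 0.13), and ING5 and ING1, which encode subunits of chromatin-modifying complexes, fell by 2.73 and 2.55. The vehicle levels of EGR1, MYOT, TMEM45A and NEFH and the entinostat levels of TBR1, ING5 and ING1 lay under a log2 value of 4, near the background, so the sizes of these changes are not exact. Of the 182 measured genes of MYC targets V1, 28 fell, 4 rose and 150 did not pass (26 fell and 4 rose when adjusted over the list alone). ORC2, a subunit of the origin recognition complex, had a log2 fold change of −0.77, the ubiquitin ligase scaffold CUL1 −0.76 and the nucleolar gene NOP16 −0.70. Of the 51 measured genes of MYC targets V2, 20 fell, 2 rose and 29 did not pass (24 fell and 2 rose when adjusted over the list alone). The folate carrier SLC19A1 fell by 1.34 (standard error 0.10) and the glycolytic enzyme HK2 by 0.74 (standard error 0.08), while the phosphatase DUSP2 rose by 0.92 (standard error 0.13). Against all other genes, camera gave a p of 0.0103 for V1 (adjusted p = 0.0177 over the 12 set tests) and a p of 0.000485 for V2 (adjusted p = 0.00194), both in the downward direction. With an estimated correlation, p = 0.127 for V1 and p = 0.0346 for V2. The V1 call also ended when dim probe sets were left out (a p of 0.247).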

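Under volasertib, 757 genes rose and 971 fell against vehicle (adjusted p under 0.05 from limma). Among the 10 largest rises were those of EGR1, by 3.96 on the log2 scale (standard error 0.22), the uncharacterised LOC100996756, by 3.71 (standard error 0.23), GADD45B, by 2.64 (standard error 0.14), and FOS, by 2.36 (standard error 0.41). All 4 started from vehicle levels under a log2 value of 4, so these sizes are not exact. ATF3 rose by 1.97 (standard error 0.18) and ZSWIM6 by 2.03 (standard error 0.12). SLA, which encodes an adaptor protein of antigen receptor signalling, fell by 3.03 (standard error 0.16), to a level under 4, so the size is not exact. The chemokine gene CXCL11 and PTGS2, which encodes cyclooxygenase, had log2 fold changes of −2.72 (standard error 0.10) and −2.19 (standard error 0.19, not exact for the same reason). Of the measured genes of MYC targets V1, 6 fell, 3 rose and 173 did not pass (4 fell and 3 rose when adjusted over the list alone). MCM5 and MCM2, subunits of the replicative helicase, fell by 0.55 (standard error 0.09) and 0.53 (standard error 0.08), and HNRNPA1 rose by 0.55 (standard error 0.12). Of the V2 genes, 6 fell and 45 did not pass (7 fell when adjusted over the list alone). PRMT3, an arginine methyltransferase, fell by 0.41 (standard error 0.09). By camera, V1 was shifted downward with a p of 0.0314 (adjusted p = 0.0471), and V2 had a p of 0.0601 in the same direction (adjusted p = 0.0801), which did not pass. With an estimated correlation, p = 0.103 for V1 and p = 0.104 for V2. The count of 3198 changed probe sets went to 1066 without volasertib replicate 3, to 970 without the replicate block and to 244 without replicate 1. The V1 call rested on single arrays, with a p of 0.192 without vehicle replicate 2. It also ended when cell-cycle members and MYC were left out of the set. FOS lost its call in 5 of 22 alternative settings (adjusted p from 0.00541 to 0.0825, the highest without the replicate block).

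**Figure D1:**
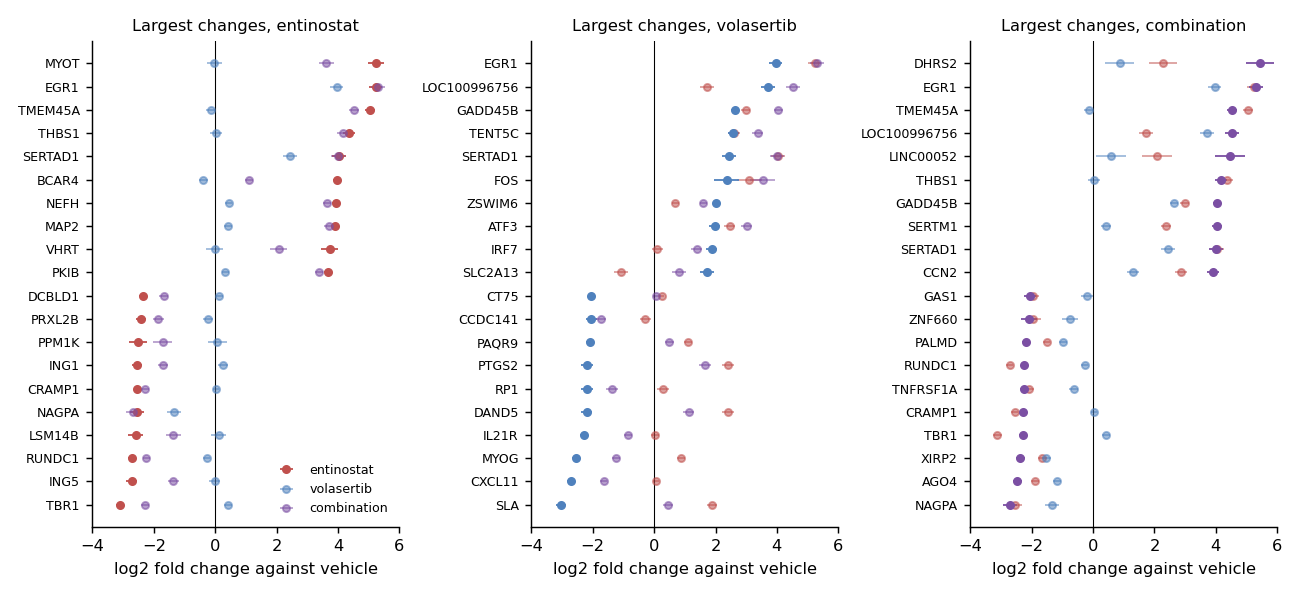
Log2 fold change against vehicle (x axis) of the 10 genes with the largest rise and the 10 with the largest fall under entinostat, volasertib and the combination (1 panel each); each gene is drawn in all 3 comparisons, and bars are standard errors. EGR1 lies far to the right in all 3, while SLA and PTGS2 lie left of 0 only under volasertib.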

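With both compounds together, 2254 genes rose and 2480 fell against vehicle at an adjusted p under 0.05 from limma (9689 probe sets, and 5747 without the replicate block). DHRS2, a short-chain dehydrogenase, had a log2 fold change of 5.43 (standard error 0.47), and the thrombospondin gene THBS1 of 4.15 (standard error 0.20), both from vehicle levels under a log2 value of 4 and thus not exact. AGO4, an argonaute protein of RNA silencing, fell by 2.47 (standard error 0.13) and the TNF receptor gene TNFRSF1A by 2.24 (standard error 0.15), both to levels under 4, so these sizes are not exact either. Of the measured V1 genes, 35 fell, 4 rose and 143 did not pass (37 fell and 4 rose when adjusted over the list alone). MCM5 had a log2 fold change of −0.71 and CUL1 of −0.75. Of the V2 genes, 20 fell, 1 rose and 30 did not pass (25 fell and 1 rose when adjusted over the list alone). SLC19A1 had a log2 fold change of −1.32 and MAP3K6, a stress kinase that stayed under a level of 4 in each group, of −0.72, which is not exact. camera gave a p of 4.06e-05 for V1 and 6.06e-05 for V2 (adjusted p = 0.000363 for both), in the downward direction. These calls and that of V2 under entinostat are the ones against vehicle that held with an estimated correlation, here with p = 0.0165 and p = 0.0374, but with such a correlation and adjustment over the 12 set tests none of them held (adjusted p = 0.15 for each). Over the 219 measured genes of either set, 45 fell under entinostat, 10 under volasertib and 49 under the combination. Of all 19775 genes, 2801 fell under entinostat, 971 under volasertib and 2480 under the combination, so calls under volasertib were fewer in general. Under volasertib the share of these 219 genes that fell was near that of all genes, smaller in V1 (6 of 182) and larger in V2 (6 of 51). Under entinostat and the combination it was larger than that of all genes, but V1 under entinostat (28 of 182) was near it. NOP16, MRTO4 and SLC19A1 fell in each of the 3. The volasertib value of NOP16 was −0.29 (standard error 0.07), and it lost its call in 17 of 22 alternative settings (SLC19A1 in 10).

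**Figure D2:**
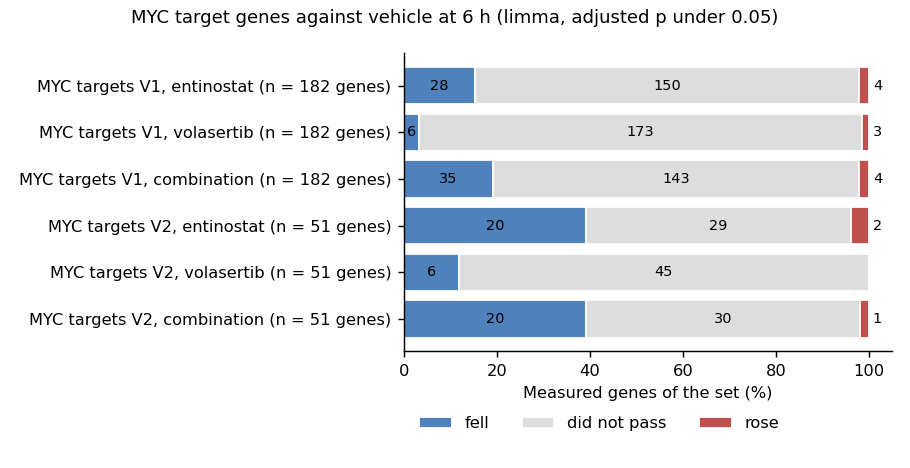
Share of the measured genes of MYC targets V1 (182 genes) and V2 (51 genes) that fell, rose or did not pass limma's test against vehicle in each treatment; numbers on the bars are genes. The fallen share is smaller under volasertib (6 genes of each set) than under entinostat (28 and 20) and the combination (35 and 20). Between entinostat and volasertib directly, camera gave p = 0.227 for V1 and p = 0.0132 for V2 (p = 0.359 and p = 0.0719 with an estimated correlation).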

Gene expression profiling of *MYC*-amplified HD-MB03 cells treated for 6 h with entinostat, volasertib, or the combination, revealed a significant down-regulation of MYC target gene sets (HALLMARK_MYC_TARGET_V1 and V2 [26]) in all three conditions (Fig. 4b–d). The short time point was chosen to minimize secondary effects. The reduction of MYC target gene expression points to a direct effect of entinostat and volasertib on the transcriptional activity of MYC. 

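The MYC transcript itself stood near the top of the arrays' range in each group, where changes can be compressed, at a log2 value of 12.55 ± 0.13 (SD, n = 3) with vehicle. It was 12.92 ± 0.07 (SD, n = 3) with entinostat, a rise of 0.37 (standard error 0.07, adjusted p = 0.00546 from limma). With volasertib it was 12.57 ± 0.15 (SD, n = 3), a difference of 0.02 (standard error 0.07, adjusted p = 0.927 from limma). Under the combination it rose by 0.28 (standard error 0.07, adjusted p = 0.0281 from limma). The PLK1 transcript fell by 0.97 with entinostat (standard error 0.11, adjusted p = 0.000293 from limma) and by 0.64 with the combination (standard error 0.11, adjusted p = 0.00369 from limma). With volasertib its log2 fold change was −0.11 (standard error 0.11, adjusted p = 0.69 from limma). Of 12 measured genes of the MYC network, 5 fell and 2 rose under entinostat, among them MXD1 (−1.20, to a level under 4 and thus not exact) and MNT (−1.03), which compete with MYC for MAX, and MYCL (1.11), a paralog of MYC. MAX, the partner of MYC on DNA, had a log2 fold change of −0.45 (standard error 0.07). Under volasertib MXD1 alone passed, with a rise of 1.10 (standard error 0.22). Under the combination 4 fell and 3 rose, including MXD3 (−0.99) and MGA (0.49). When adjusted over the list alone, 5 fell and 2 rose under entinostat, 1 rose under volasertib, and 6 fell and 4 rose under the combination. camera gave a p of 0.263, 0.686 and 0.54 for this list under entinostat, volasertib and the combination. PLK1 was lower in replicate 1 of every group, and without the replicate block its fall with entinostat did not pass (adjusted p = 0.262, the highest of 22 alternatives that start at 9.84e-06), nor did that with the combination (adjusted p from 0.000656 to 0.539, lost in 2 of 22). The rise of MYC under the combination lost its call in 11 of 22 alternative settings (adjusted p from 8.16e-06 to 0.207), and that under entinostat in 4 (adjusted p from 2.64e-07 to 0.0934). The paper turned to MYC target genes because earlier work had found them lower with entinostat and because MYC protein was lower with volasertib (Fig. 4a), at a dose under the 1 µM of the arrays. From the lower expression of these genes (Fig. 4b–d), at a time point meant to limit secondary effects, it proposes that both compounds act directly on MYC's activity in transcription. For entinostat the paper also reports less MYC, H3K27ac and RNA polymerase II at the PLK1 gene (Fig. 1d). It also reports that a proteasome inhibitor restored MYC protein under volasertib (Fig. 4e), and proposes that the proteasome degrades MYC. That concerns protein, while the values here are transcripts.

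**Figure D3:**
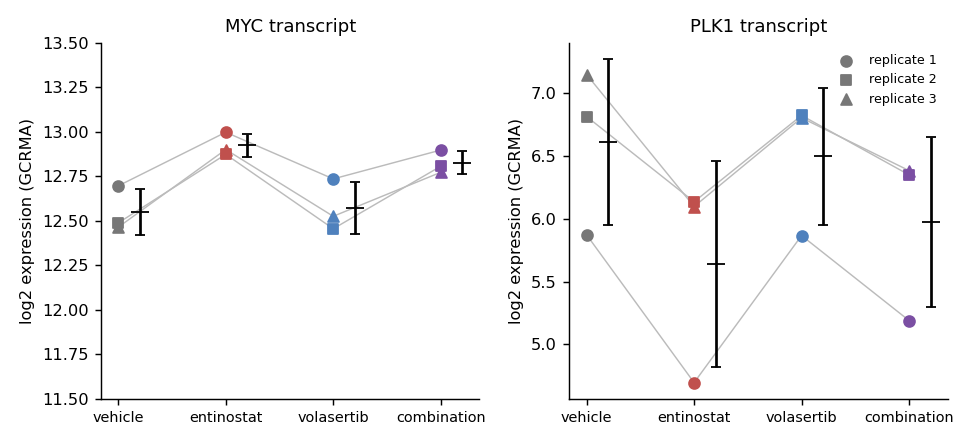
Log2 expression (y axis, GCRMA) of the MYC and PLK1 transcripts on each of the 12 arrays; marker shapes stand for replicate numbers, grey lines join arrays with the same number, and black bars show the group mean and SD (n = 3). MYC varies between 12.5 and 13.0, and PLK1 is lower in replicate 1 of each group.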

MYC protein levels were rescued by MG132 proteasome inhibitor treatment (Fig. 4e), suggesting proteasomal degradation of MYC upon volasertib treatment, in line with published data [34]. Taken together, this data indicates entinostat and volasertib exert their activity via MYC protein transcriptional activity, both as single drugs and in combination and PLK1 inhibition targets MYC for proteasomal degradation in MB cells.

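Set against entinostat alone, the combination had 381 genes that were higher and 420 that were lower (adjusted p under 0.05 from limma). This difference is unstable: 1477 probe sets passed, against 306 without combination replicate 1 and 276 without the replicate block, and 2804 with the filter on dim probe sets. Of the V1 genes, MCM5 (−0.64), MCM2 (−0.52) and MCM6 (−0.39), subunits of the replicative helicase, were lower and the other 179 did not pass. Of the V2 genes, 4 were higher, among them the ribosome assembly factor WDR74 (0.70) and HK2 (0.52), 2 were lower, among them DUSP2 (−0.77), and 45 did not pass. When adjusted over the list alone, 3 V1 genes were lower, and 5 V2 genes were higher and 2 lower. By camera, V1 was lower in the combination with p = 0.00745 (p = 0.083 with an estimated correlation), and V2 had p = 0.635. Set against volasertib alone, 1847 genes were higher and 1796 were lower (6905 probe sets, 3354 without the replicate block and 4455 without volasertib replicate 2). Of the V1 genes, 18 were lower and 164 did not pass, and of the V2 genes 10 were lower, 2 were higher and 39 did not pass (15 V1 genes were lower, and 13 V2 genes were lower and 4 higher, when adjusted over the list alone). The largest fall in V1 was that of CUL1 (−0.60, standard error 0.08), and in V2 that of SLC19A1 (−0.87, standard error 0.10). The kinase gene CDK4 was also lower, by a log2 difference of −0.45 (standard error 0.08). camera gave p = 0.00498 for V1 (p = 0.133 with an estimated correlation) and p = 0.00167 for V2 (p = 0.0535 with an estimated correlation). Without replicate 1 the V1 difference from entinostat had a p of 0.0819, and without dim probe sets the V1 difference from volasertib had a p of 0.0751.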

**Fig. 4:**
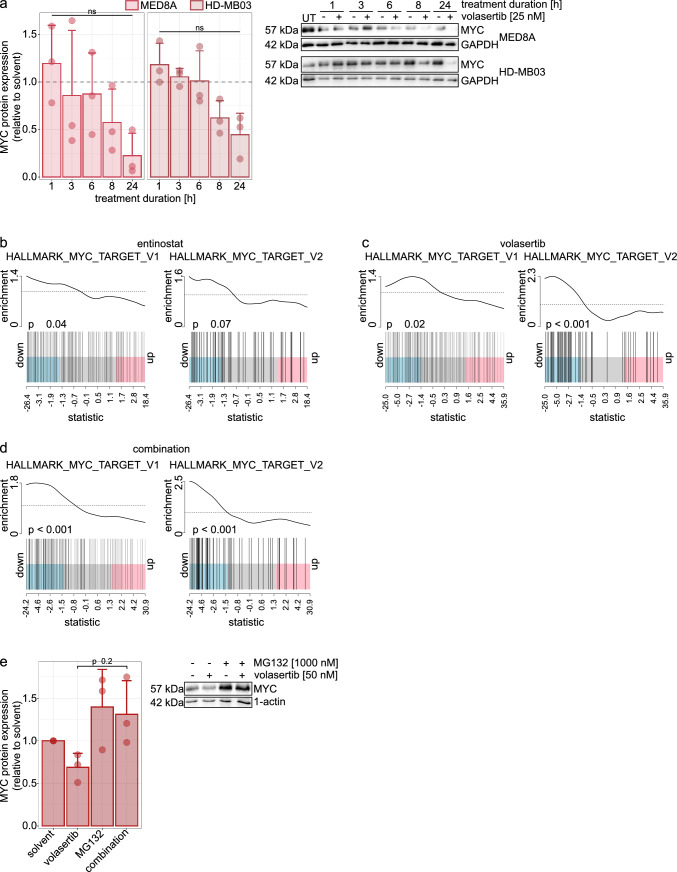
Volasertib as single agent and in combination with entinostat exert its’ activity via MYC. **a** Relative quantification and immunoblot example of MYC protein levels after 1, 3, 6, 8 and 24 h treatment with 25 nM volasertib in *MYC*-amplified MB cell lines (normalized to loading control and timepoint-matched solvent control). **b–d** Gene set enrichment analysis of HALLMARK_MYC_TARGET_V1 and V2 [26] gene sets after entinostat (5 µM, **b**), volasertib (1 µM, **c**) and combination (**d**) treatment for 6 h. **e** relative quantification and immunoblot example of MYC protein levels after 3 h treatment with 50 nM volasertib, 1000 nM MG132 or their combination in *MYC*-amplified MB cell line HD-MB03 (normalized to loading control and solvent). *UT* untreated. ns or no indication: not significant

### Entinostat and volasertib combination evaluation in vivo

Entinostat and volasertib single treatment and combination were evaluated in an orthotopic PDX model (group 3 *MYC*-amplified MB RCMB28). Tumor-bearing mice were treated for four weeks, with one week interruption (Fig. 5a) and monitored for tumor growth and survival.

**Fig. 5:**
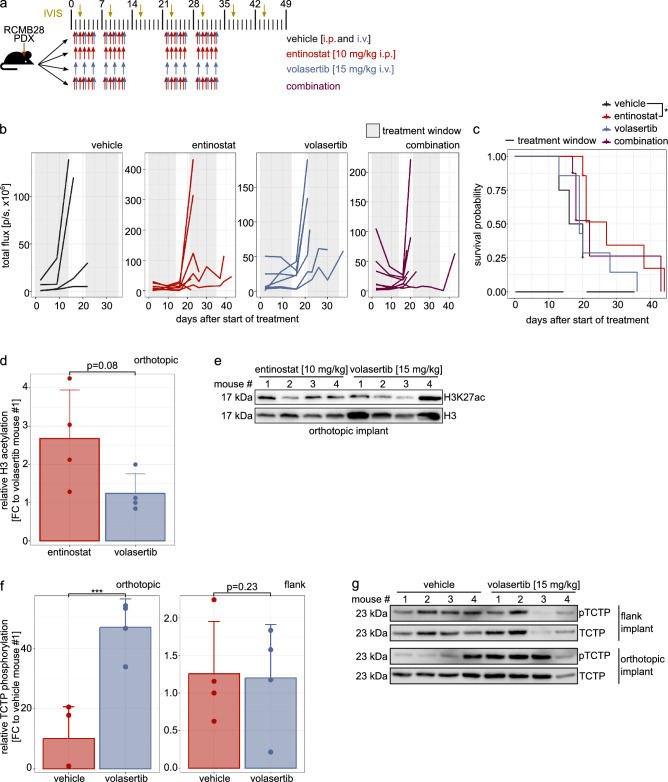
Entinostat treatment prolongs tumor-bearing mouse survival. **a** Treatment and monitoring scheme. **b** Tumor volume during and after vehicle, entinostat, volasertib and combination treatment. **c** Tumor-bearing animal survival analysis comparing mice treated with vehicle, entinostat, volasertib or combination. **d** Relative quantification of H3K27ac levels after entinostat and volasertib treatment in orthotopic tumor (normalized to loading control and H3 levels). **e** Immunoblot image of H3K27ac and H3 levels after entinostat and volasertib treatment in orthotopic tumor. **f** Relative quantification of pTCTP levels in orthotopic or flank tumors after volasertib treatment (normalized to loading control and TCTP levels). **g** Immunoblot image of pTCTP and TCTP levels in orthotopic or flank tumors after volasertib treatment. *p < 0.05, ***p < 0.001, ns or no indication: not significant

Weight loss was not associated with treatment (Suppl. Fig. 10a–c). During the first two weeks of treatment, we observed a reduction in tumor volume in the combination-treated mice compared to other groups, and reduced growth in the single drug treatments (Fig. 5b, Suppl. Fig. 10d). However, upon pause of treatment in week three, tumors started to quickly regrow. Overall, no volasertib treatment-associated effect on survival was observed, neither in the single treatment, nor in the combination group, whereas entinostat single treatment significantly prolonged survival compared to vehicle control (Fig. 5c). Assessment of H3 acetylation showed on-target activity of entinostat, indicating blood–brain barrier (BBB) penetration (Fig. 5d, e). However, no volasertib on-target effect was observed in vivo, neither in orthotopic nor in flank implants of HD-MB03 cells (Fig. 5f, g).

## Discussion

The oncoprotein MYC is associated with poor clinical outcome in several cancer entities, including CNS tumors. MBs with *MYC* amplification often present a phenotype of MYC addiction, thus making MYC a very attractive target for therapy. However, MYC is difficult to target directly. Therefore, other strategies, including targeting the transcriptional and post-translational regulation of MYC, have been used to target MYC-addicted tumors [8]. We and others have previously shown that *MYC*-amplified MB cells are more susceptible to HDACi treatment compared to *MYC*-non-amplified cells [10, 11]. However, moderate efficacy and dose-limiting toxicities, especially in pan-HDAC inhibitors, have been reported [35]. Synergistic combination of HDACi with other drugs, such as standard chemotherapies [36] or targeted compounds, could potentially increase the observed anti-tumor effect and, by virtue of dose-reduction, reduce the adverse effects of HDACi treatment. We proposed PLK1i, e.g. volasertib, as a potential partner for combination therapy with a class I HDAC inhibitors, e.g. entinostat.

The MYC-target gene *PLK1* is a well-known cell cycle regulator and oncogene, implicated in the development of several cancer types [37]. PLK1 regulates MYC stability via the E3 ubiquitin ligase FBXW7. FBXW7 mediates MYC turnover by promoting ubiquitin-mediated proteasomal degradation. PLK1 phosphorylates FBXW7, marking it for ubiquitination and subsequent degradation, thus stabilizing MYC indirectly, and closing MYC and PLK1 in a feedback loop [34]. PLK1 has been shown to be a valid target in *MYC*-driven cells such as lymphoma [38], glioma [39], and medulloblastoma, where onvansertib sensitized tumors to radiotherapy [40], and pediatric malignancies synergizing with vincristine [41]. In line with previous reports [34, 42], we now show that PLK1i treatment leads to loss of MYC protein in MB. In addition, we show *PLK1* overexpression in MYC-driven MB subgroups, its downregulation upon class I HDAC inhibition, and a strong suppression of MYC target gene expression after combination treatment. The latter results are in line with our previously published data showing that class I HDAC inhibition reduces MYC transcriptional activity. However, as opposed to PLK1i degrading MYC itself, class I HDACi leads to stabilization of transcriptionally inactive MYC [12], making it complementary to the mechanism of action of PLK1i, and both resulting in the same net effect of suppression of MYC transcriptional activity (Suppl. Fig. 11).

The sensitivity for HDACis or PLK1is was higher in *MYC*-amplified MB cell lines. PLK1 inhibitors have been previously employed in medulloblastoma, showing promise as radiosensitizers [40] and in combination with BET inhibitors [43, 44]. Moreover, HDACs and PLK1 have been previously reported to be associated with MYC [10]. We therefore hypothesized that the interaction has a potential to be synergistic. PLK1is were indeed shown to synergize with pan-HDAC inhibitors in hematological malignancies [42], but synergism of PLK1i and HDACi in MB has not been previously described. We here report that entinostat and PLK1is interact synergistically in MB cells in clinically achievable concentrations [32, 33] in *MYC*-amplified cells only. Several PLK1is (e.g. volasertib, GSK461364 and rigosertib), have been tested in clinical trials, but similar to HDACis, only showed moderate single agent efficacy, with substantial toxicities [45]. In line with previous studies in non-Hodgkin’s lymphoma [42], our results suggest synergistic interaction between class I HDACi and PLK1i in *MYC*-amplified MB cell lines in vitro .

While our data in orthotopic PDX confirmed the effectivity of class I HDACi in *MYC*-amplified MB, we did not observe an anti-tumor effect of volasertib alone, nor a synergistic effect on tumor size or survival in the combination. While the lack of volasertib effect on intracranial PDX tumor growth could be attributed to the insufficient BBB penetrance which was previously suggested [46], volasertib did not reach the target in flank tumors as well, indicating a more general poor PD activity of volasertib in mice. Alternative PLK1 inhibitors with more favorable PD activity such as GSK461364, shown to have an effect on GBM in mice [47], will need to be tested in combination with class I HDACi in vivo.

In summary, we conclude that PLK1is act synergistically with class I HDACis in MYC-driven MB cells. Single treatment with both entinostat and PLK1 ATP-competitive inhibitors shows selective sensitivity of *MYC*-amplified MB cells. And while we observe some anti-cancer effects of PLK1is as single agents in *MYC*-non-amplified background, it is less significant compared to *MYC*-amplified cells, possibly due to moderate expression of and dependence on of MYC and/or PLK1. The class I HDACi entinostat and PLK1is show synergistic interaction in MB cells in clinically achievable concentrations only in MYC-driven tumors. The mechanism of action is executed via MYC transcriptional activity. The HDACi entinostat significantly prolonged survival of PDX tumor-bearing animals, while the effect of PLK1i on orthotopic PDX MB warrants further investigation with more suitable, i.e., BBB penetrant PLK1is. The clear biomarker elucidation and activity at clinically achievable drug concentrations of the combination indicate a strong translational potential for further clinical development in MYC-driven MB.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary material 1

Supplementary material 2

Supplementary material 3

# Supplementary material for: Class I HDAC inhibitor entinostat synergizes with PLK1 inhibitors in MYC-amplified medulloblastoma cells
**Source:** J Neurooncol. 2023 May 15;163(1):143–58. doi: 10.1007/s11060-023-04319-1
**Supplement:** Supplementary file 1 — Supplementary material 1

Class I HDAC inhibitor entinostat synergizes with PLK1 inhibitors in *MYC*-amplified

medulloblastoma cells

Gintvile Valinciute^{1,2,15}, Jonas Ecker¹⁻³, Florian Selt¹⁻³, Thomas Hielscher⁵, Romain Sigaud^{1,2}, Johannes Ridinger^{1,2}, Venu Thatikonda^{1,13,#}, Charlotte Gatzweiler^{1,2}, Sarah Robinson¹⁵, Julie Talbot^{6,7}, Flavia Bernardi^{6,7}, Daniel Picard^{8,9}, Mirjam Blattner-Johnson^{1,10}, Simone Schmid^{11,12}, David T. Jones^{1,10}, Cornelis M. van Tilburg¹⁻³, David Capper^{11,12}, Marcel Kool^{1,13,14}, Marc Remke^{8,9}, Ina Oehme^{1,2}, Stefan M. Pfister^{1,3,13}, Martine F. Roussel¹⁵, Olivier Ayrault^{6,7}, Olaf Witt¹⁻³, Till Milde^{1-3,*}

12 DKTK Partner Site, Berlin, Germany

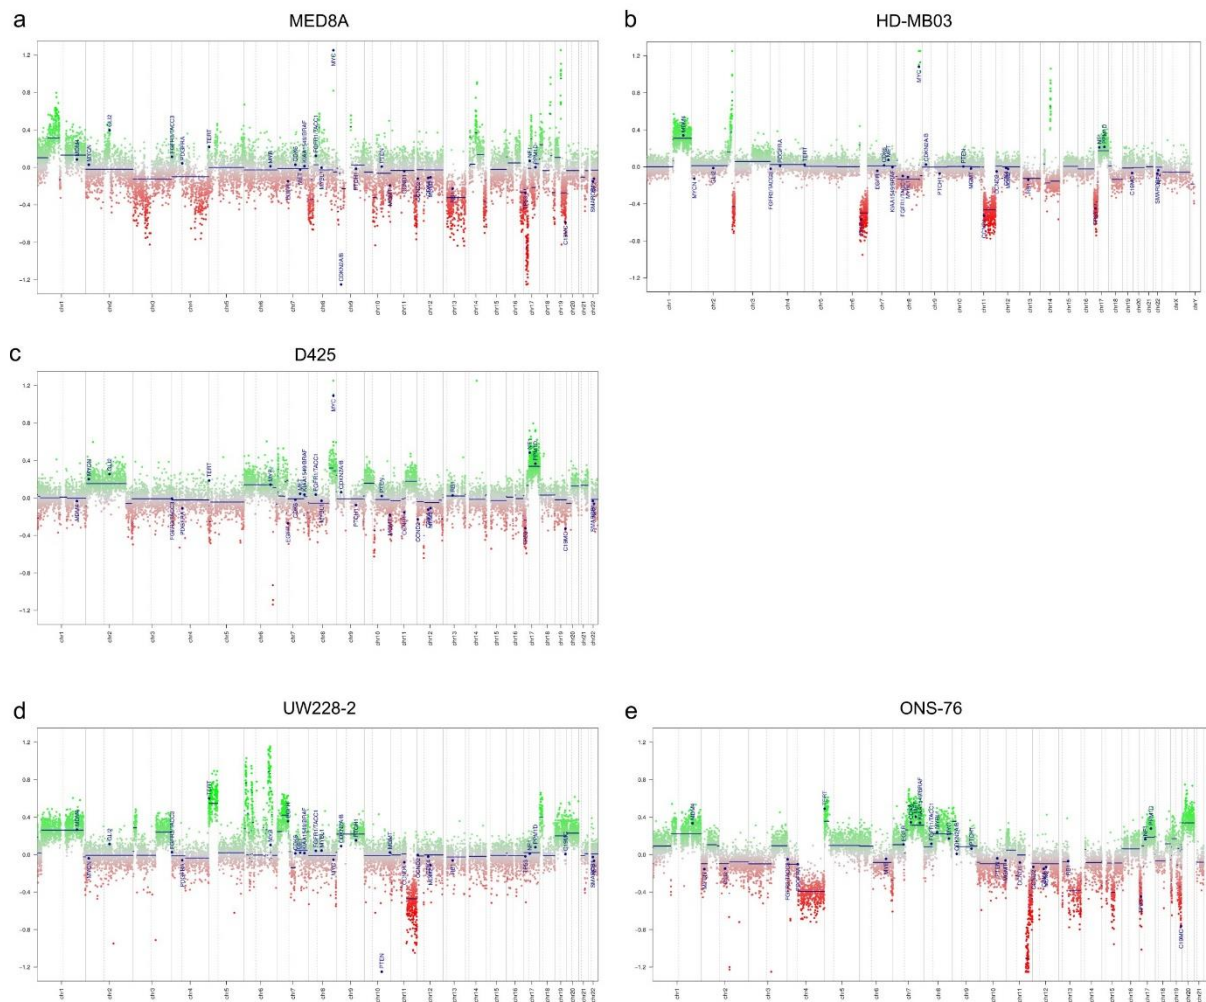

Supplementary figure 1. DNA methylation array-derived copy number variation (CNV) plots generated in cell lines used in this study. a – MED8A, b – HD-MB03, c – D425, d – UW228-2, e – ONS-76.

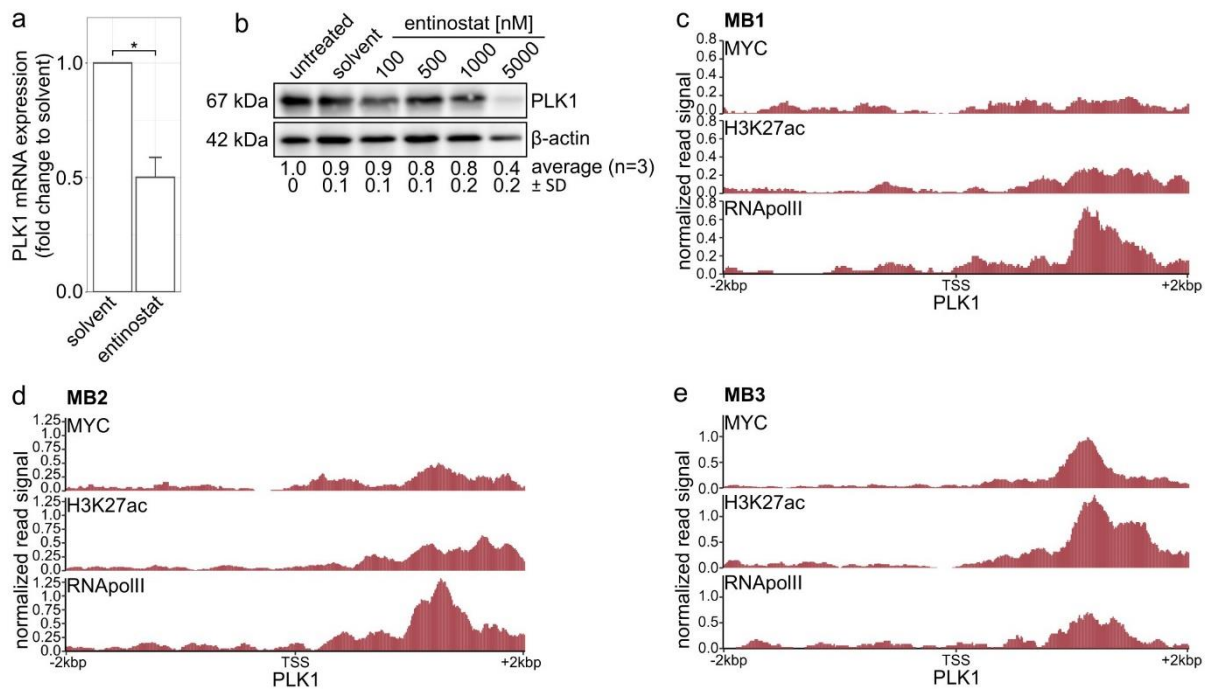

Supplementary figure 2. PLK1 target validation; MYC, H3K27ac and RNAPolIII ChIP signal in MB tumors. a – Relative PLK1 mRNA expression measured by qRT-PCR in HD-MB03 MB cells treated with 5 μ M entinostat for 6 h (t-test, * $p < 0.05$). b – PLK1 protein levels after 48-hour entinostat treatment, quantified, normalized to loading control and untreated sample and averaged from three independent biological replicates ($\pm$ SD). c-e – MYC, H3K27ac and RNAPolIII ChIP signal on PLK1 promoter in 3 primary MB tumors.

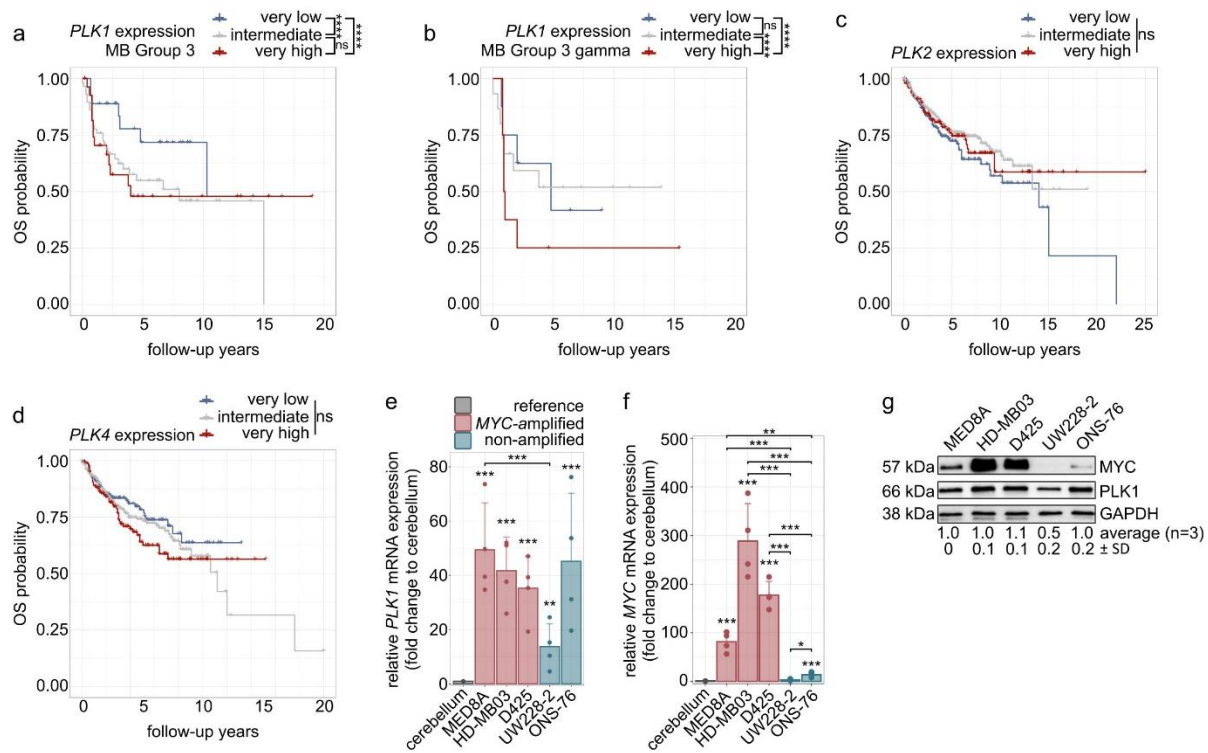

Supplementary figure 3. OS differences in PLK2 and PLK4 expression groups and PLK1, MYC expression in MB cell lines. a – Overall survival (OS) differences between *PLK1* mRNA high (above Q3), low (below Q1) and intermediate expressing patients in group 3 subgroup of MB (Cavalli[1]; Log Rank test). b – Overall survival (OS) differences between *PLK1* mRNA high (above Q3), low (below Q1) and intermediate expressing patients in group 3 γ subtype associated to MYC amplification (Cavalli[1]; Log Rank test). c – Overall survival (OS) differences between *PLK2* mRNA high (above Q3), low (below Q1) and intermediate expressing tumor patients (Cavalli (n=763)[1]; Log Rank test). d – Overall survival (OS) differences between *PLK4* mRNA high (above Q3), low (below Q1) and intermediate expressing tumor patients (Cavalli (n=763)[1]; Log Rank test). e – Relative *PLK1* mRNA expression in MB cell line models (red: MYC-amplified, blue: non-amplified). f – Relative *MYC* mRNA expression in MB cell line models (red: MYC-amplified, blue: non-amplified). g – PLK1 and MYC protein levels in MB cell lines. *p < 0.05; **p < 0.01; ***p < 0.001; ns or no indication: not significant.

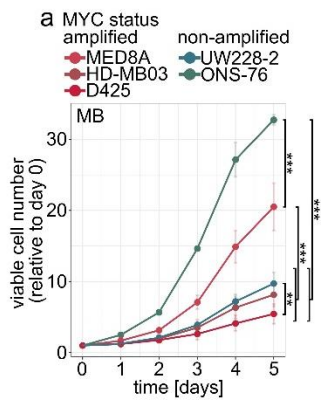

Supplementary figure 4. Cell growth curves in MB model cell lines. a – Growth curves of MB cell line models. **p < 0.01; ***p < 0.001; ns or no indication: not significant.

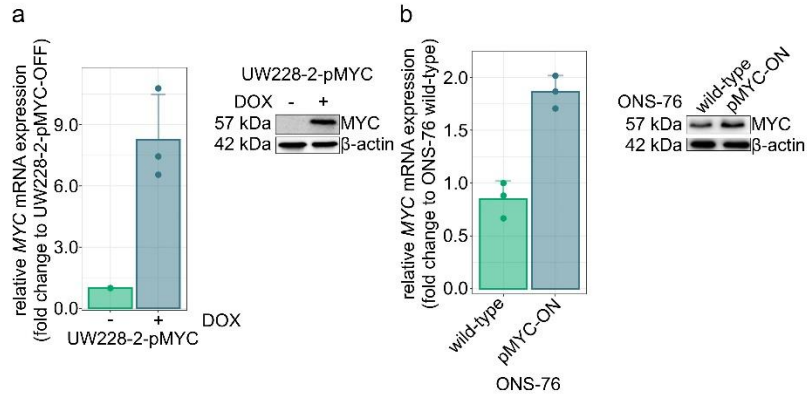

Supplementary figure 5. UW228-2 and ONS-76 transduced with MYC-expressing constructs.

a – Relative *MYC* mRNA expression (left) and MYC protein expression (right) in UW228-2-MYC-inducible cell line model in OFF and ON modes. b – Relative *MYC* mRNA expression (left) and MYC protein expression (right) in ONS-76 wild-type and expressing MYC construct cell line models.

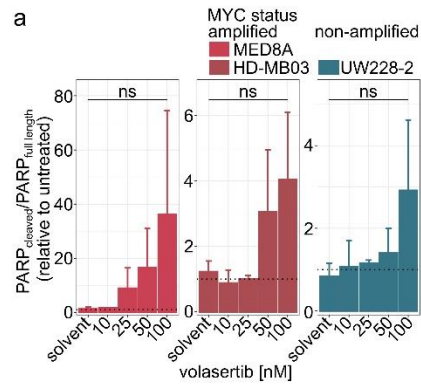

Supplementary figure 6. PARP cleavage in volasertib-treated MB cells. a – Proportion of cleaved and full-length PARP after 24 h treatment with volasertib in MB cell line models (quantification normalized to loading control and untreated sample). ns: not significant.

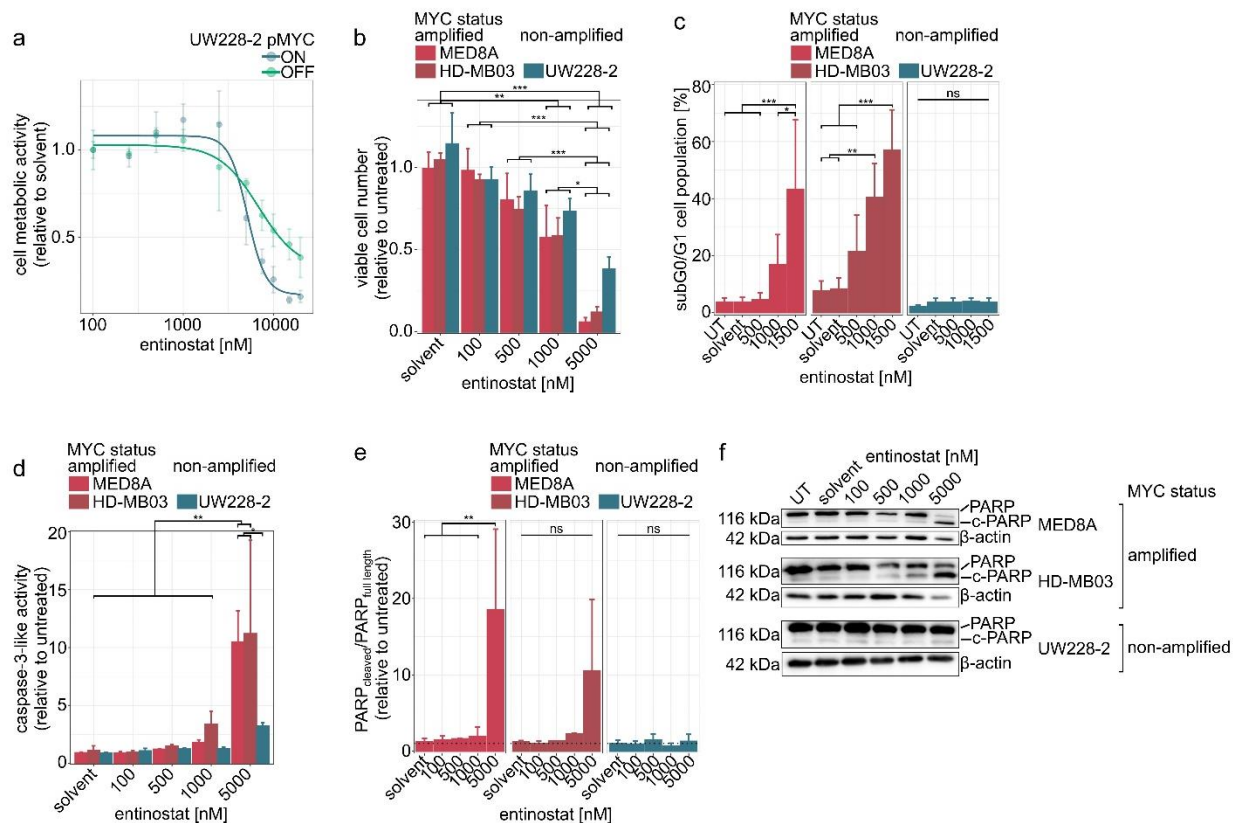

Supplementary figure 7. Entinostat in MB cell line models. a – Entinostat drug-response curves in UW228-2-MYC-inducible cell line in OFF and ON modes after 72 h of treatment. b – Relative viable cell number in MB cell line models after 72 h entinostat treatment. c – Percentage of single cell population in the subG0/1 cell cycle fraction in MB cell line models after entinostat treatment for 48 h. d – Caspase-3-like activity after 48 h treatment with entinostat in MB cell line models. e – Proportion of cleaved and full-length PARP after 48 h treatment with entinostat in MB cell line models (quantification normalized to loading control and untreated sample). f – PARP cleavage in MB cell line models after 48 h entinostat treatment. UT: untreated. *p < 0.05; **p < 0.01; ***p < 0.001; ns or no indication: not significant.

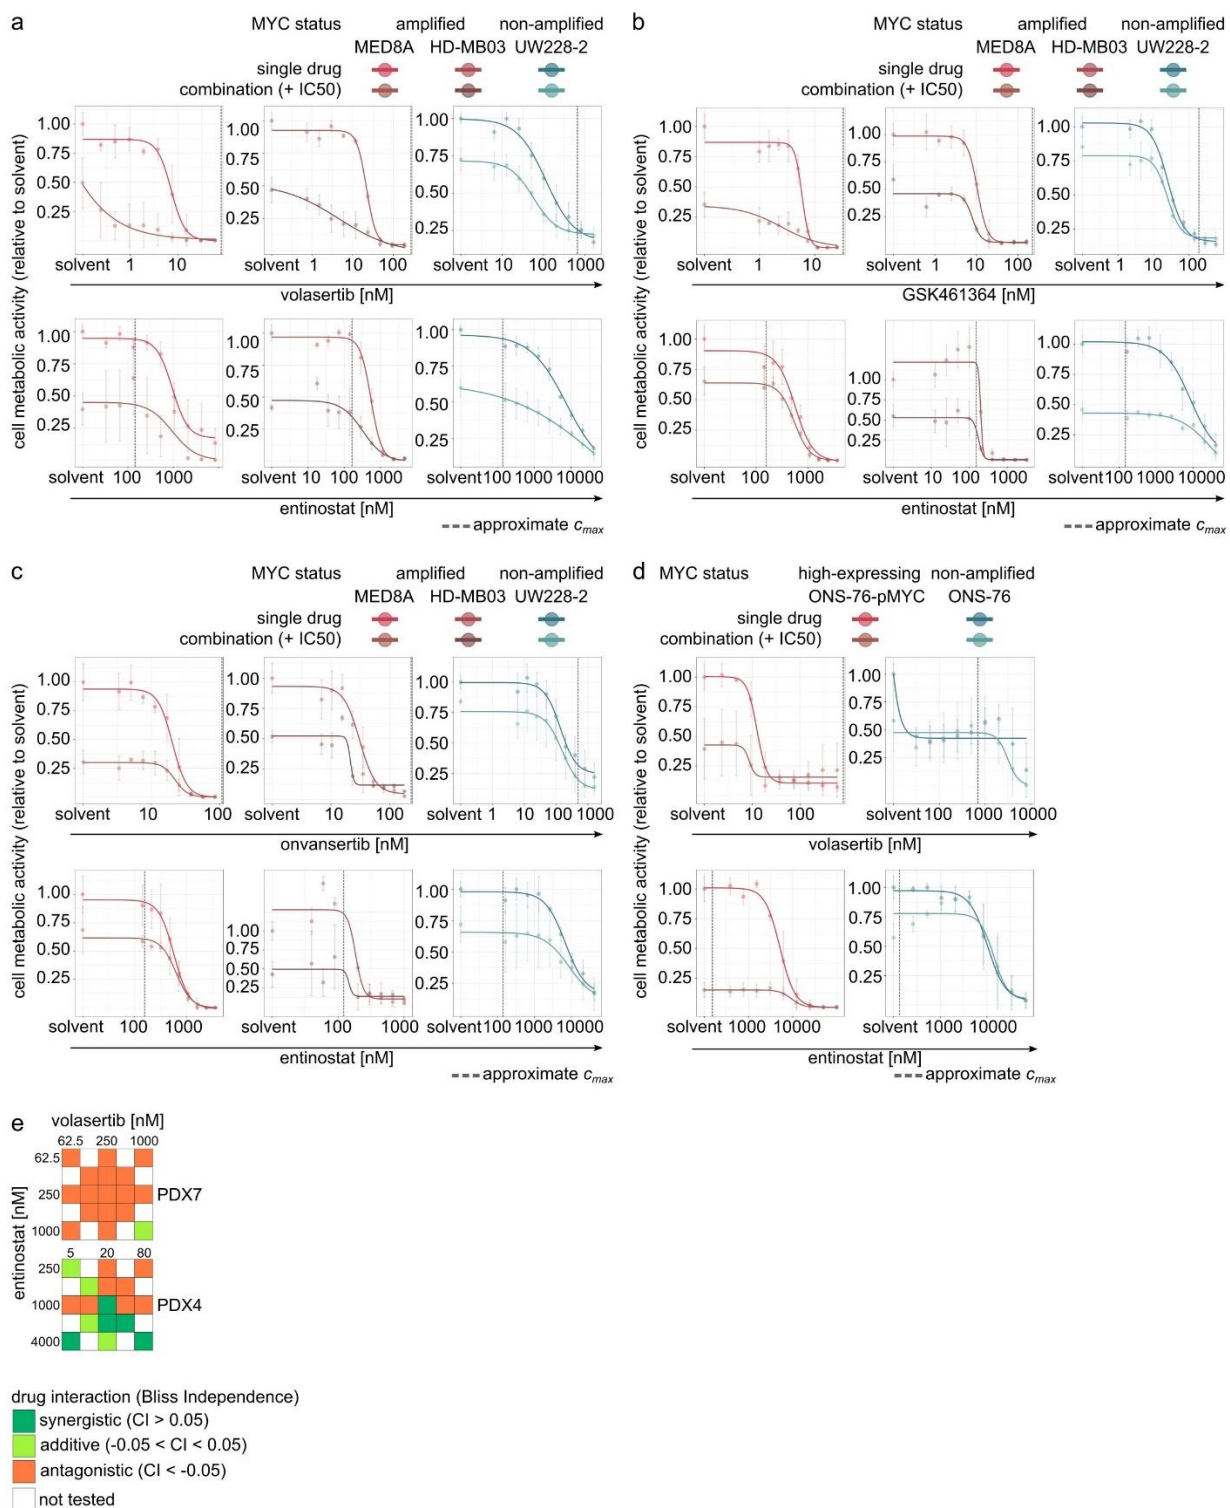

Supplementary figure 8. Interaction of entinostat and PLK1 inhibitors. a – Dose-response curves with volasertib (upper panel) and entinostat (lower panel) single drugs compared to combination in MB cell line models. b – Dose-response curves with GSK461364 (upper panel) and

entinostat single drugs or in combination in MB cell line models. c – Dose-response curves with onvansertib (upper panel) and entinostat single drugs or in combination in MB cell line models. d – Dose-response curves with volasertib (upper panel) and entinostat (lower panel) single drugs compared to combination in ONS-76 wild-type cell line and ONS76 cell line transduced with MYC-expressing construct. e – Volasertib and entinostat Bliss independence model-calculated CI table in short-term PDX cell culture in two MYC amplified group 3 MB PDX models. c_{max} : maximum plasma concentration.

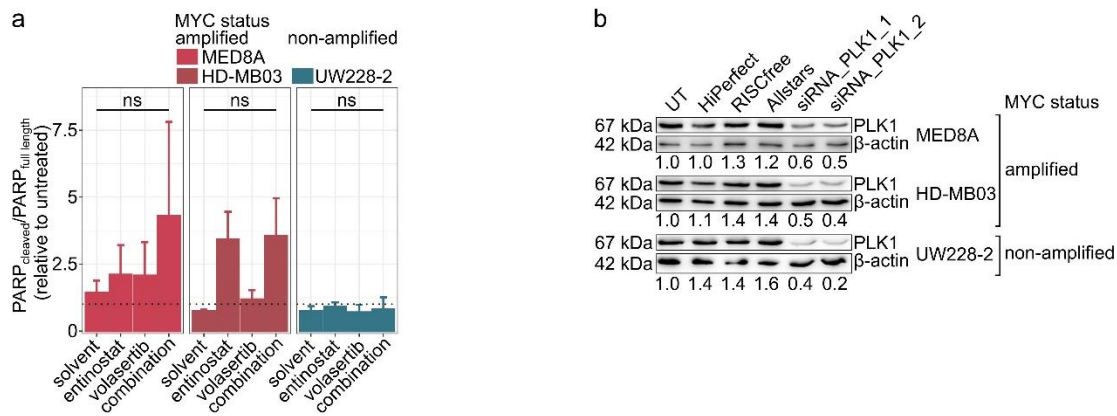

Supplementary figure 9. Volasertib and entinostat interaction in MB cell line models. a – Proportion of cleaved and full-length PARP after 48 h treatment with entinostat (1000 nM), volasertib (MED8A: 10 nM, HD-MB03 and UW228-2: 15 nM) or their combination in MB cell line models (quantification normalized to loading control and untreated sample). B – PLK1 knock-down efficiency after 24 h in MB cell line models (quantification is the average of 3 biological replicates and normalized to loading control and untreated sample). UT: untreated. ns: not significant.

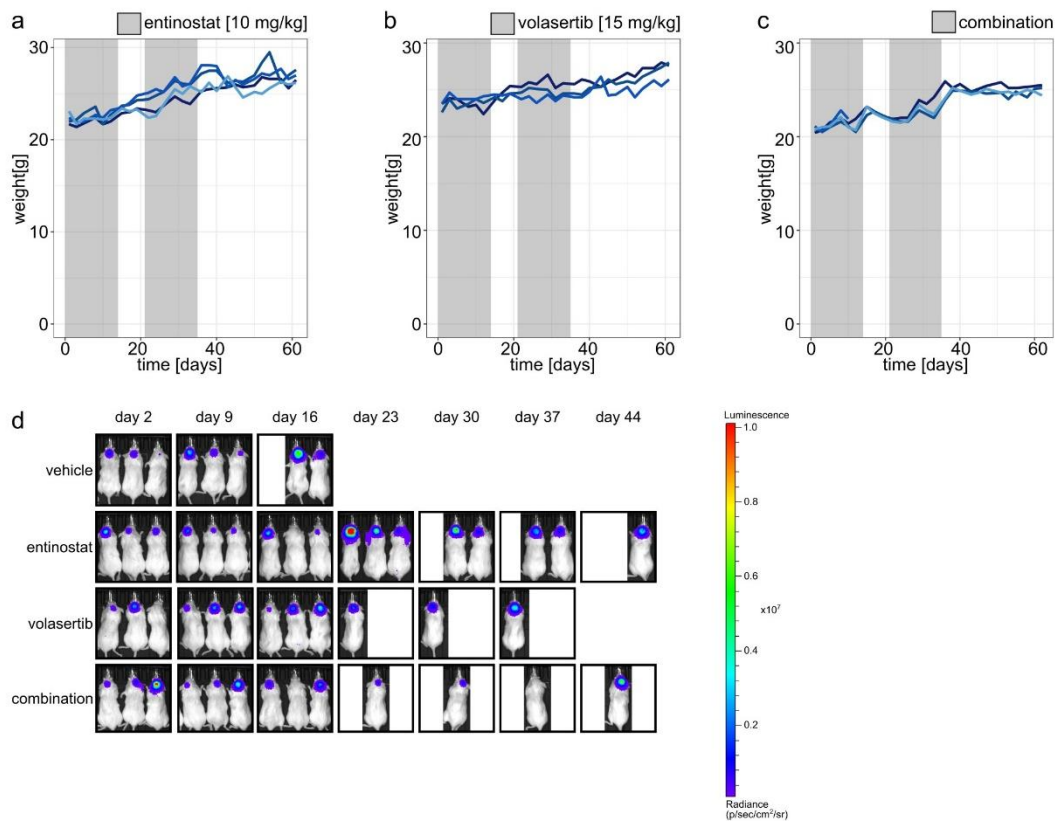

Supplementary figure 10. Volasertib and entinostat treatment in orthotopic PDX animals. a, b, c – healthy mouse weight during and after treatment with entinostat (a, n=4, 10 mg/kg), volasertib (b, n=3, 15 mg/kg) or their combination (c, n=3). d – Representative examples of mouse tumor sizes during and after treatment with vehicle, entinostat (10 m/kg), volasertib (15 mg/kg) or combination.

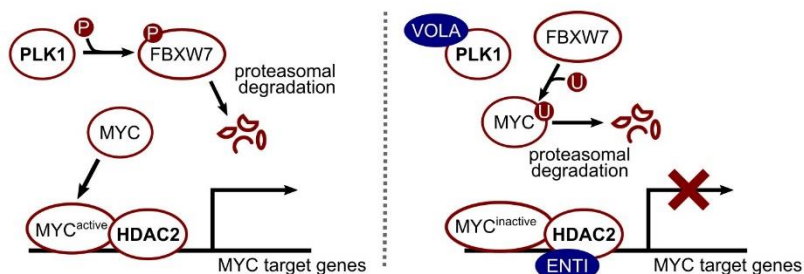

Supplementary figure 11. Proposed mechanism of action model of entinostat and volasertib combination. VOLA: volasertib; ENT1: entinostat; P: phosphorylation; U: ubiquitylation.

References

1. Cavalli FMG, Remke M, Rampasek L, Peacock J, Shih DJH, Luu B, Garzia L, Torchia J, Nor C, Morrissy AS, Agnihotri S, Thompson YY, Kuzan-Fischer CM, Farooq H, Isaev K, Daniels C, Cho BK, Kim SK, Wang KC, Lee JY, Grajkowska WA, Perek-Polnik M, Vasiljevic A, Faure-Contier C, Jouvet A, Giannini C, Nageswara Rao AA, Li KKW, Ng HK, Eberhart CG, Pollack IF, Hamilton RL, Gillespie GY, Olson JM, Leary S, Weiss WA, Lach B, Chambless LB, Thompson RC, Cooper MK, Vibhakkar R, Hauser P, van Veelen MC, Kros JM, French PJ, Ra YS, Kumabe T, Lopez-Aguilar E, Zitterbart K, Sterba J, Finocchiaro G, Massimino M, Van Meir EG, Osuka S, Shofuda T, Klekner A, Zollo M, Leonard JR, Rubin JB, Jabado N, Albrecht S, Mora J, Van Meter TE, Jung S, Moore AS, Hallahan AR, Chan JA, Tirapelli DPC, Carlotti CG, Fouladi M, Pimentel J, Faria CC, Saad AG, Massimi L, Liau LM, Wheeler H, Nakamura H, Elbabaa SK, Perezpena-Diazconti M, Chico Ponce de Leon F, Robinson S, Zapotocky M, Lassaletta A, Huang A, Hawkins CE, Tabori U, Bouffet E, Bartels U, Dirks PB, Rutka JT, Bader GD, Reimand J, Goldenberg A, Ramaswamy V, Taylor MD (2017) Intertumoral Heterogeneity within Medulloblastoma Subgroups. *Cancer Cell* 31: 737-754 e736 doi:10.1016/j.ccell.2017.05.005

# Supplementary material for: Class I HDAC inhibitor entinostat synergizes with PLK1 inhibitors in MYC-amplified medulloblastoma cells
**Source:** J Neurooncol. 2023 May 15;163(1):143–58. doi: 10.1007/s11060-023-04319-1
**Supplement:** Supplementary file 2 — Supplementary material 2

Supplementary table 1. Inhibitors used for the assays in vitro.

**Target**	**Inhibitor**	**Synonym**	**Solvent**	**Cat. No.**	**Manufacturer**
Class I HDAC	Entinostat	MS-275	DMSO	S1053	Biozol Diagnostica Vertrieb GmbH, Eching, Germany
PLK1	Volasertib	BI-6727	DMSO	S2235	Biozol Diagnostica Vertrieb GmbH, Eching, Germany
	GSK461264	-	DMSO	S2193	Biozol Diagnostica Vertrieb GmbH, Eching, Germany
	Rigosertib	ON-01910	DMSO	S1362	Biozol Diagnostica Vertrieb GmbH, Eching, Germany
	Onvansertib	NMS-P937	DMSO	T6247-1ml-TM	Biocat GmbH, Heidelberg, Germany
Proteasome	MG132	-	DMSO	-	Biomol GmbH, Hamburg, Germany

Supplementary table 2. Primers used for qRT-PCR assay

**Target**	**Name**	**Cat. No.**	**Company**
ACTB	Hs_ACTB_2_SG QuantiTect Primer Assay	QT01680476	Qiagen
GAPDH	Hs_GAPDH_2_SG QuantiTect Primer Assay	QT01192646	Qiagen
MYC	Hs_MYC_1_SG QuantiTect Primer Assay	QT00035406	Qiagen
MYCN	Hs_MYCN_1_SG QuantiTect Primer Assay	QT00201404	Qiagen
PLK1	Hs_PLK1_1_SG QuantiTect Primer Assay	QT00049749	Qiagen

Supplementary table 3. Antibodies used for immunoblotting

Target	Host	Dilution	Manufacturer	Cat. No.
ACTB	Mouse	1:10000	Sigma	A5441
GAPDH	Mouse	1:10000	EMD Millipore	MAB374
MYC	Rabbit	1:10000	Abcam	ab32072
PARP	Rabbit	1:5000	Cell Signaling	9532S
PLK1	Mouse	1:5000	Abcam	ab17056
p-TCTP (Ser-46)	Rabbit	1:1000	Cell Signaling	5251S
TCTP	Rabbit	1:5000	Abcam	ab133568
ac-H3 (Lys-27)	Rabbit	1:1000	Abcam	ab4729
H3	Rabbit	1:5000	Cell Signaling	4499S

Supplementary Table 4. Significantly regulated genes from HALLMARK_MYC_TARGET_V1 and V2 upon entinostat treatment (5 μ M; 6 hours).

Gene	LogFC	Adj.P.Val	Encoded protein	Biological process	Druggable (y/n)	Clinical development
CCNA2	-0.5509	0.00891	Cyclin-A2	Cell cycle; mitosis	n	NA
PLK4	-0.3791	0.01382	Polo-like kinase 4	Cell cycle	y	P1/P2, in combination with immunotherapy
CDC20	-0.4651	0.01569	Cell division cycle protein 20 homolog	Cell cycle; mitosis	n	NA
NOP16	-0.5067	0.01701	Nucleolar protein 16	Ribosome biogenesis	n	NA
MPHOSPH10	-0.3455	0.01886	U3 small nucleolar ribonucleoprotein protein MPP10	Ribosome biogenesis	n	NA
SLC19A1	-0.4795	0.01968	Reduced folate transporter	Intra/Inter-cellular transport	n	NA
WDR74	-0.4001	0.02107	WD repeat-containing protein 74	Ribosome biogenesis	n	NA
PLK1	-0.5207	0.0272	Polo-like kinase 1	Cell cycle; mitosis	y	Up to P3
SRSF7	-0.5639	0.03212	Serine/arginine-rich splicing factor 7	RNA processing	n	NA
CUL1	-0.3478	0.03217	Cullin-1	Protein ubiquitination	y	Pre-clinical
SRSF1	-0.7527	0.03343	Serine/arginine-rich splicing factor 1	RNA processing	n	NA
CTPS1	-0.3708	0.03418	CTP synthase 1	Pyrimidine biosynthesis	n	NA
CSTF2	-0.3669	0.03637	Cleavage stimulation factor subunit 2	RNA processing	n	NA
NIP7	-0.3553	0.03859	60S ribosome subunit biogenesis protein NIP7 homolog	Ribosome biogenesis	n	NA
NDUFAF4	-0.2742	0.03959	NADH dehydrogenase [ubiquinone] 1 alpha subcomplex assembly factor 4	Respiratory chain assembly	n	NA
SUPV3L1	-0.3021	0.04335	ATP-dependent RNA helicase SUPV3L1, mitochondrial	Mitochondrial RNA metabolism	n	NA
GRWD1	-0.2924	0.04508	Glutamate-rich WD repeat-containing protein 1	DNA replication	n	NA

Supplementary table 5. PLK1 inhibitors currently available for pre-clinical and clinical testing and tested in this study.

Inhibitor	Synonyms	Clinical development	Target	Selectivity [nM]*				Ki for PLK1 [nM]	C _{max}		Blood-brain barrier penetrance
				PLK1	PLK2	PLK3	Other targets		[ng/mL]/mg	Clinical trial	
**Volasertib**	BI 6727	Phase 3 (active, not recruiting)	ATP-binding domain	0.87	5	56	ND	ND	1.17-2.4	NCT01662505;<br>NCT00969761;<br>NCT01206816	+
**Rigosertib**	ON-01910	Phase 3 (recruiting)	Non-competitive	9	260	>10000	PI3K	ND	1.4-8.47	NCT01168011	+
**Onvansertib**	NMS-P937;<br>NMS1286937	Phase 2 (recruiting)	ATP-binding domain	2	>10000	>10000	ND	ND	7.4-11.25*	NCT01014429	ND
**GSK461364**		Phase 1 (completed)	ATP-binding domain	2.2	ND	ND	ND	<0.5	1-1.82	NCT00536835	+++

* C_{max} shown in [ng/mL]/[mg/m²]

ND = no data

Data collected from ChEMBL and PubChem databases

Supplementary table 6. IC50 values of single agent treatments in tested cell line models.

Entity			MB								Non-transformed human fibroblast
Cell line			MED8A	HD-MB03	D425	UW228-2	ONS-76	UW228-2 pMYC ON	UW228-2 pMYC OFF	ONS-76 pMYC	VH7
MYC(N) amp			MYC	MYC	MYC	-	-	MYC	-	MYC	-
IC50 [nM]	HDACi	Entinostat	730	580	322.6	2600	25×10^6	5226	6880	6131	6544
	PLK1i	Volasertib	8	24	5	102	25×10^4	68.1	350	37.2	--*
		GSK1461364	7	15	4.1	35	239				--*
		Onvansertib	19	35	12.9	99	1628				428.9
		Rigosertib	52	14	216.6	52	132				506.8

* impossible to calculate with non-restricted 5-parameter model

Supplementary table 7. Bliss independence model-calculated scores and combination indices (CI) of entinostat and volasertib combination.

Assay	Cell_line	MYC status	Combination effect	Bliss	CI
Viable cell number	MED8A	Amplified	0.911375	0.697192	0.764988
	HD-MB03	Amplified	0.65316	0.528054	0.80846
	UW228-2	Non-amplified	0.281187	0.253744	0.902404
Flow cytometry [subG0/1 phase; 72 h]	MED8A	Amplified	0.894	0.7718	0.8633
	HD-MB03	Amplified	0.1154	0.1158	1.0041
	UW228-2	Non-amplified	0.0576	0.0996	1.7285
Caspase-3-like activity	MED8A	Amplified	0.846286	0.748924	0.884954
	HD-MB03	Amplified	0.867961	0.721038	0.830726
	UW228-2	Non-amplified	0.564465	0.642315	1.137919

	Synergistic interaction
	Additive interaction
	Buffer-antagonistic interaction

# Supplementary material for: Class I HDAC inhibitor entinostat synergizes with PLK1 inhibitors in MYC-amplified medulloblastoma cells
**Source:** J Neurooncol. 2023 May 15;163(1):143–58. doi: 10.1007/s11060-023-04319-1
**Supplement:** Supplementary file 3 — Supplementary material 3

Class I HDAC inhibitor entinostat synergizes with PLK1 inhibitors in *MYC*-amplified medulloblastoma cells

Gintvile Valinciute^{1,2,15}, Jonas Ecker¹⁻³, Florian Selt¹⁻³, Thomas Hielscher⁵, Romain Sigaud^{1,2}, Johannes Ridinger^{1,2}, Venu Thatikonda^{1,13,#}, Charlotte Gatzweiler^{1,2}, Sarah Robinson¹⁵, Julie Talbot^{6,7}, Flavia Bernardi^{6,7}, Daniel Picard^{8,9}, Mirjam Blattner-Johnson^{1,10}, Simone Schmid^{11,12}, David T. Jones^{1,10}, Cornelis M. van Tilburg¹⁻³, David Capper^{11,12}, Marcel Kool^{1,13,14}, Marc Remke^{8,9}, Ina Oehme^{1,2}, Stefan M. Pfister^{1,3,13}, Martine F. Roussel¹⁵, Olivier Ayrault^{6,7}, Olaf Witt¹⁻³, Till Milde^{1-3,*}

12 DKTK Partner Site, Berlin, Germany

Supplementary Materials and Methods

Drugs

All inhibitors were stored in accordance with the manufacturers' instructions.

For animal treatment entinostat was purchased as powder (Cat. No. 201266, MedKoo Biosciences Inc., Morrisville, NC, USA) and solved in 2.5 % DMSO (Sigma-Aldrich, Darmstadt, Germany), 1 % Tween-80 (Selleck Chemicals, Houston, TX, USA), 5 % PEG400 (Selleck Chemicals) in saline (B.Braun Medical Inc., Melsungen, Germany). Volasertib was purchased as powder (Cat. No. 200494, MedKoo Biosciences Inc.) and solved in 4 % DMSO, 5 % Tween-80, 5 % PEG400 in saline.

Animal studies

For the survival studies NSG (NOD.Cg-Prkdc^{SCID} Il2rg^{tm1Wjl}/SzJ) mice were purchased from Charles River Laboratory. We used the established PDX model RCMB28 labelled with luciferase. 400 000 cells in 4 µl of NeuroCult™ NS-A Basal medium with human proliferation supplement (Stem Cell Technologies, Vancouver, Canada) were injected into the cerebellum using a 10 µL Hamilton syringe, at the coordinates: bregma -7 mm, lateral 1 mm, depth 2 mm. Tumor growth was monitored by weekly bioluminescence imaging using the IVIS Lumina Series III (PerkinElmer, Waltham, MA, USA). Animals that developed tumors were randomly assigned to 4 groups. Tumor-bearing mice were treated with vehicle (n=4, 5x/week i.p. for entinostat solvent and 3x/week i.v. for volasertib solvent), entinostat (n=8, 5x/week i.p. [10 mg/kg]), volasertib (n=8, 3x/week i.v. [15 mg/kg]) or the combination of entinostat and volasertib (n=8, 5x/week i.p. [10 mg/kg] and 3x/week i.v. [15 mg/kg], respectively). Treatment was started 35 days after implantation once all mice allocated to the 4 groups had shown tumor engraftment. To avoid excessive toxicity usually associated with long exposure to cell cycle kinase inhibitor, treatment was scheduled as follows: 2 weeks treatment, 1 week pause, 2 more weeks treatment. Maximum tolerated doses in combination were established by

monitoring the weight of non-tumor-bearing mice. Mice were euthanized by exposure to CO₂ after the humane endpoint was met.

The *in vivo* on-target effect was determined by treating NSG mice with entinostat (n=4, 5x/week i.p. [10 mg/kg]) or volasertib (n=4, 3x/week i.v. [15 mg/kg]) for 1 week, plus one more dose at day 8 and euthanizing animals after 2 h by exposure to CO₂. Brains were extracted and divided in two: one part was lysed for subsequent immuno-blotting, one part was fixed overnight and embedded in paraffin as described[1]. For volasertib on-target effect determination 100 000 HD-MB03 cells labelled with luciferase[2] were implanted either in the cortices or flanks of 7-week-old female NSG mice obtained from the colony of St. Jude Children's Research Hospital. Mice were treated i.v. either with vehicle or 15 mg/kg volasertib for 1 week (3x/week) and euthanized 4 hours after last injection. Tumors were lysed for immunoblotting.

Short-term PDX cell culture

Group 3 MB cell culture. Patient-derived xenografts (PDXs) from group 3 MB with *MYC* amplification, ICN-MB-PDX-4 and ICN-MB-PDX-7 were generated from primary human MB samples, diagnosed at Children's Necker Hospital in Paris, and transplanted into the cerebellum of immunocompromised NOD/SCID mice[3] and then maintained into the subscapular fat pad of Nude mice. Human samples for xenograft studies were obtained under written informed consent and ethical approved by the Internal Review Board of Necker Sick Children's Hospital, Paris, France.

Tumor cells from group 3 MB models were purified using an enzymatic dissociation followed by a Percoll density gradient separation as previously described[4]. Then, the purified cells were cultured in suspension as spheres, in DMEM/F-12 supplemented with B27, N2, heparin, EGF and bFGF factors (Gibco).

Animal husbandry. Adult immunodeficient NMRI Nude mice and NOD/SCID mice used for development of group 3 MB tumor models were purchased from Janvier Labs. All animals were harbored at the animal facility of the Institut Curie, in accordance with the recommendations of

the European Community (2010/63/UE) for the care and use of laboratory animals. Experimental procedures were specifically approved by the ethics committee of the Institut Curie CEEA-IC #118 (approval number: 03130.02, C91471108 and Authorization APAFiS# 26879-2020081315161665-v1 given by National Authority) in compliance with the international guidelines. And the protocol complied with the internationally established 3R principles, in accordance with the UKCCCR guidelines.

Cell viability assay. For the CellTiter-Glo® Luminescent Cell Viability Assay, Group 3 MB tumor cells were cultured in neurospheres in round bottom 96-well plates and treated with a range of concentrations of either 1) Entinostat or 2) Volasertib, or 3) the combination of both drugs at indicated concentrations. Then, cell viability was evaluated 72 h later using the CellTiter-Glo® Luminescent Cell Viability Assay according to the manufacturer's instructions (Promega Corporation). The results were represented using Bliss independence model to calculate combination indices (CI).

Datasets used for gene expression, ChIP and protein abundance analysis

The gene expression profiles of HD-MB03 cells upon 6 h of 5 μ M entinostat treatment used here were generated in our previous study[5]. The genes were ranked according to their statistical significance of differential expression (adjusted p-value and fold change), targetability and advances in clinical development. The ChIP sequencing data for MYC, H3K27ac, and RNA PolII position on chromatin was generated in our previous study and analysed as described[5]. *PLK1* mRNA expression was analysed in the INFORM pediatric cancer dataset[6], and in publicly available array-based or RNA seq-based gene expression datasets accessible via R2: Genomics analysis and visualization platform (<https://r2.amc.nl>). The following datasets were analysed: Gilbertson (n=76)[7], Pfister (n=223)[8], Kool (n=10), Cavalli (n=763)[9]. The following probes were investigated: 202240_at (*PLK1*) and 202431_s_at (*MYC*). *PLK1* protein abundance in MB was evaluated in the publicly available Archer[10] and Forget[11] proteomic datasets. *PLK1* mRNA expression effect on patient survival was analysed in publicly available dataset published by Cavalli, et al (n=763)[9]. *PLK1*

very high expression was considered above Q3, *PLK1* very low expression was considered below Q1. Intermediate (between Q1 and Q3) expression was also plotted.

Gene expression profiling and gene set enrichment analysis

Affymetrix CEL files were GCRMA normalized[12] and log2-transformed. Differentially expressed probesets due to treatment were identified using the empirical Bayes approach[13] based on moderated t-statistics as implemented in the Bioconductor package limma[14] accounting for paired samples. Probesets showing an over-additive effect for treatment combination were identified by testing the interaction effect between treatments. 

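In the interaction of both treatments (combination minus entinostat minus volasertib plus vehicle), 114 probe sets had a positive and 81 a negative value at an adjusted p under 0.05 from limma, and 64 and 45 genes did so with 1 probe set per gene. In 175 of these 195 probe sets the combination lay nearer to 0 than the sum of the changes under the single compounds. In 17 it lay on the other side of 0, and in 3 it lay farther from 0 than the sum. These counts do not test how the compounds act together. The interaction is the combination's change minus that sum, so selection by its size can by itself leave the combination nearer to 0. What share such selection gives was not worked out. Farther from 0 than the sum lay only 1 gene with a probe set of its own, STEAP1, of the STEAP family, chosen after its values were seen. Its interaction was 1.21 (standard error 0.20, adjusted p = 0.0447 from limma). The single compounds moved it in opposite directions: its log2 fold change was 1.40 under entinostat, −0.965 under volasertib and 1.65 under the combination. AMER2 had an interaction of 1.66 (standard error 0.20), and it and STEAP1 lay above a log2 value of 4 in each group. The genes named next have at least 1 group under 4, near the background, so their values are not exact. Such negative values were those of EGR1 (−3.88, standard error 0.31), the cell-cycle regulator SERTAD1 (−2.47, standard error 0.33) and the long non-coding RNA BCAR4 (−2.47, standard error 0.20). Such positive values were those of CNTLN, a centrosomal protein (2.00, standard error 0.28), and MLKL, the executor of necroptosis (1.88, standard error 0.29). No gene of the MYC target sets passed this test in limma, and 9 V1 and 8 V2 genes had an unadjusted p under 0.05. By camera, the interaction had a p of 0.611 for V1, in the upward direction while the median of its genes was −0.01, and 0.0962 for V2. Without the replicate block 12 probe sets passed, with the filter on dim probe sets 673 and with trend and robust settings of eBayes 750, and with a whole replicate number left out none did, when 4117 to 5581 probe sets had an unadjusted p under 0.05. Of 21 alternative settings, EGR1 lost its interaction call in 4, AMER2 in 9, SERTAD1 and CNTLN in 14 each, and MLKL in 15.

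**Figure D4:**
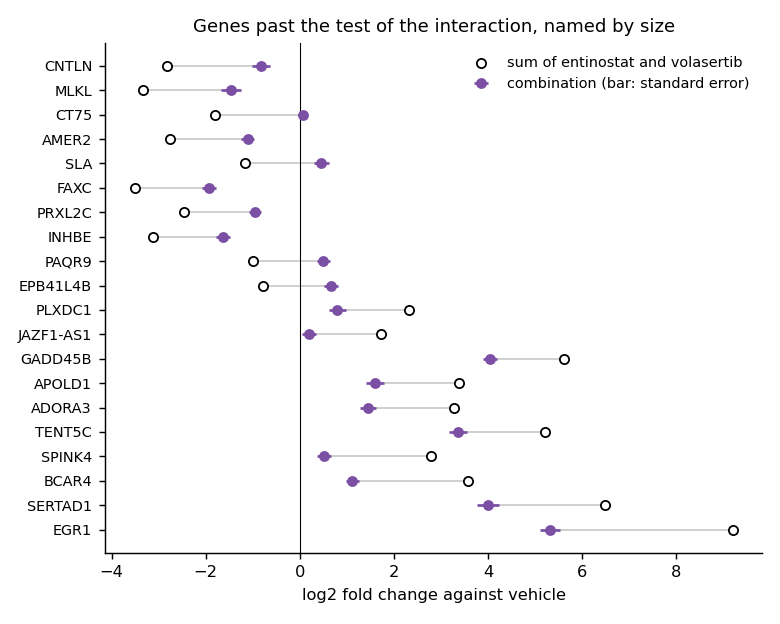
Log2 fold change against vehicle (x axis) for the 10 genes with the largest positive and the 10 with the largest negative interaction: open circles are the sum of the changes under entinostat and volasertib, filled circles the change under the combination with its standard error. For EGR1 the filled circle lies left of the open one, and for CNTLN right of it.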

Gene set enrichment analysis was performed using the camera test[15]. 

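Of the 19775 genes with a probe set of their own, 10523 had several. The probe set with the strongest effect was another than the one with the highest mean for 5294 genes under entinostat, 5688 under volasertib and 5439 under the combination. SRSF1, a splicing factor among the MYC targets, shows what this choice can do. Its brightest probe set had a log2 fold change of −0.26 under entinostat (adjusted p = 0.0393 from limma, a call lost in 15 of 22 alternative settings), while 3 other probe sets had 2.15 (adjusted p = 0.00155), 1.34 (adjusted p = 2.52e-05) and 1.70 (adjusted p = 0.00176, not exact because the vehicle level lies under 4). The other genes checked for this were those named by size, those of the paper and the examples of the fixed lists. Among them, NDUFAF4 and FBXW7 under entinostat and HDAC2 under the combination had a probe set past the threshold in the other direction. That of HDAC2 had every group under a log2 value of 4. The remaining members of the fixed lists were not checked.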

In case a gene was represented by multiple probesets, the probeset with the strongest effect was selected for GSEA. p-values were adjusted for multiple testing using the Benjamini-Hochberg correction to control the false discovery rate. All analyses were performed with statistical software R 3.6[16].

Statistical analysis and data visualization

Statistical evaluation and data visualization was performed with RStudio v1.4.1717 (RStudio Inc., Boston, MA, USA), GraphPad Prism v5.01 (GraphPad Software, San Diego, CA, USA) and Inkscape 0.92.4 (open source) software. The student's t-test or one-way ANOVA were used as appropriate. A five-parameter logistic model was used for graphically describing the dose-response relationship. IC50 concentrations were calculated using GraphPad Prism v5.01. Combination indices (CI) were calculated using CompuSyn software (ComboSyn Inc., Paramus, NJ, USA) and the Bliss Independence model[17]. Linear regression models and Pearson correlation coefficients were used to evaluate *MYC* and *PLK1* gene expression correlations. The Log Rank test with Bonferroni-Holm multiple testing corrections was used to evaluate the differences between survival curves. p-values <0.05 were considered significant, unless stated otherwise, values were compared to solvent group.

1. Milde T, Lodrini M, Savelyeva L, Korshunov A, Kool M, Brueckner LM, Antunes AS, Oehme I, Pekrun A, Pfister SM, Kulozik AE, Witt O, Deubzer HE (2012) HD-MB03 is a novel Group 3 medulloblastoma model demonstrating sensitivity to histone deacetylase inhibitor treatment. *J Neurooncol* 110: 335-348 doi:10.1007/s11060-012-0978-1
2. Smith SMC, Bianski BM, Orr BA, Harknett G, Onar-Thomas A, Gilbertson RJ, Merchant TE, Roussel MF, Tinkle CL (2019) Preclinical Modeling of Image-Guided Craniospinal Irradiation for Very-High-Risk Medulloblastoma. *Int J Radiat Oncol Biol Phys* 103: 728-737 doi:10.1016/j.ijrobp.2018.10.015
3. Morfouace M, Shelat A, Jacus M, Freeman BB, 3rd, Turner D, Robinson S, Zindy F, Wang YD, Finkelstein D, Ayrault O, Bihannic L, Puget S, Li XN, Olson JM, Robinson GW, Guy RK, Stewart CF, Gajjar A, Roussel MF (2014) Pemetrexed and gemcitabine as combination therapy for the treatment of Group3 medulloblastoma. *Cancer Cell* 25: 516-529 doi:10.1016/j.ccr.2014.02.009
4. Zindy F, Uziel T, Ayrault O, Calabrese C, Valentine M, Rehg JE, Gilbertson RJ, Sherr CJ, Roussel MF (2007) Genetic alterations in mouse medulloblastomas and generation of tumors de novo from primary cerebellar granule neuron precursors. *Cancer Res* 67: 2676-2684 doi:10.1158/0008-5472.Can-06-3418
5. Ecker J, Thatikonda V, Sigismondo G, Selt F, Valinciute G, Oehme I, Muller C, Buhl JL, Ridinger J, Usta D, Qin N, van Tilburg CM, Herold-Mende C, Remke M, Sahm F, Westermann F, Kool M, Wechsler-Reya RJ, Chavez L, Krijgsvelde J, Jager N, Pfister SM, Witt O, Milde T (2021) Reduced chromatin binding of MYC is a key effect of HDAC inhibition in MYC amplified medulloblastoma. *Neuro Oncol* 23: 226-239 doi:10.1093/neuonc/noaa191
6. Worst BC, van Tilburg CM, Balasubramanian GP, Fiesel P, Witt R, Freitag A, Boudalil M, Previti C, Wolf S, Schmidt S, Chotewutmontri S, Bewerunge-Hudler M, Schick M, Schlesner M, Hutter B, Taylor L, Borst T, Sutter C, Bartram CR, Milde T, Pfaff E, Kulozik AE, von Stackelberg A, Meisel R, Borkhardt A, Reinhardt D, Klusmann JH, Fleischhack G, Tippelt S, Dirksen U, Jurgens H, Kramm CM, von Bueren AO, Westermann F, Fischer M, Burkhardt B, Wossmann W, Nathrath M, Bielack SS, Fruhwald MC, Fulda S, Klingebiel T, Koscielniak E, Schwab M, Tremmel R, Driever PH, Schulte JH, Brors B, von Deimling A, Lichter P, Eggert A, Capper D, Pfister SM, Jones DT, Witt O (2016) Next-generation personalised medicine for high-risk paediatric cancer patients - The INFORM pilot study. *Eur J Cancer* 65: 91-101 doi:10.1016/j.ejca.2016.06.009
7. Robinson G, Parker M, Kranenburg TA, Lu C, Chen X, Ding L, Phoenix TN, Hedlund E, Wei L, Zhu X, Chalhoub N, Baker SJ, Huether R, Kriwacki R, Curley N, Thiruvengadam R, Wang J, Wu G, Rusch M, Hong X, Becksfort J, Gupta P, Ma J, Easton J, Vadodaria B, Onar-Thomas A, Lin T, Li S, Pounds S, Paugh S, Zhao D, Kawachi D, Roussel MF, Finkelstein D, Ellison DW, Lau CC, Bouffet E, Hassall T, Gururangan S, Cohn R, Fulton RS, Fulton LL, Dooling DJ, Ochoa K, Gajjar A, Mardis ER, Wilson RK, Downing JR, Zhang J, Gilbertson RJ (2012) Novel mutations target distinct subgroups of medulloblastoma. *Nature* 488: 43-48 doi:10.1038/nature11213
8. Northcott PA, Buchhalter I, Morrissy AS, Hovestadt V, Weischenfeldt J, Ehrenberger T, Grobner S, Segura-Wang M, Zichner T, Rudneva VA, Warnatz HJ, Sidiropoulos N, Phillips AH, Schumacher S, Kleinheinz K, Waszak SM, Erkek S, Jones DTW, Worst BC, Kool M, Zapatka M, Jager N, Chavez L, Hutter B, Bieg M, Paramasivam N, Heinold M, Gu Z, Ishaque N, Jager-Schmidt C, Imbusch CD, Jugold A, Hubschmann D, Risch T, Amstislavskiy V, Gonzalez FGR, Weber UD, Wolf S, Robinson GW, Zhou X, Wu G, Finkelstein D, Liu Y, Cavalli FMG, Luu B, Ramaswamy V, Wu X, Koster J, Ryzhova M, Cho YJ, Pomeroy SL, Herold-Mende C, Schuhmann M, Ebinger M, Liao LM, Mora J, McLendon RE, Jabado N, Kumabe T, Chuah E, Ma Y, Moore RA, Mungall AJ, Mungall KL, Thiessen N, Tse K, Wong T, Jones SJM, Witt O, Milde T, Von Deimling A, Capper D, Korshunov A, Yaspo ML, Kriwacki R, Gajjar A, Zhang J, Beroukhi R, Fraenkel E, Korbel JO, Brors B, Schlesner M, Eils R, Marra MA, Pfister SM, Taylor MD, Lichter P (2017) The whole-genome landscape of medulloblastoma subtypes. *Nature* 547: 311-317 doi:10.1038/nature22973
9. Cavalli FMG, Remke M, Rampasek L, Peacock J, Shih DJH, Luu B, Garzia L, Torchia J, Nor C, Morrissy AS, Agnihotri S, Thompson YY, Kuzan-Fischer CM, Farooq H, Isaev K, Daniels C, Cho BK, Kim SK, Wang KC, Lee JY, Grajkowska WA, Perek-Polnik M, Vasiljevic A, Faure-Conter C, Jouvett A, Giannini

- C, Nageswara Rao AA, Li KKW, Ng HK, Eberhart CG, Pollack IF, Hamilton RL, Gillespie GY, Olson JM, Leary S, Weiss WA, Lach B, Chambless LB, Thompson RC, Cooper MK, Vibhakar R, Hauser P, van Veelen MC, Kros JM, French PJ, Ra YS, Kumabe T, Lopez-Aguilar E, Zitterbart K, Sterba J, Finocchiaro G, Massimino M, Van Meir EG, Osuka S, Shofuda T, Klekner A, Zollo M, Leonard JR, Rubin JB, Jabado N, Albrecht S, Mora J, Van Meter TE, Jung S, Moore AS, Hallahan AR, Chan JA, Tirapelli DPC, Carlotti CG, Fouladi M, Pimentel J, Faria CC, Saad AG, Massimi L, Liau LM, Wheeler H, Nakamura H, Elbabaa SK, Perezpena-Diazconti M, Chico Ponce de Leon F, Robinson S, Zapotocky M, Lassaletta A, Huang A, Hawkins CE, Tabori U, Bouffet E, Bartels U, Dirks PB, Rutka JT, Bader GD, Reimand J, Goldenberg A, Ramaswamy V, Taylor MD (2017) Intertumoral Heterogeneity within Medulloblastoma Subgroups. *Cancer Cell* 31: 737-754 e736 doi:10.1016/j.ccell.2017.05.005
10. Archer TC, Ehrenberger T, Mundt F, Gold MP, Krug K, Mah CK, Mahoney EL, Daniel CJ, LeNail A, Ramamoorthy D, Mertins P, Mani DR, Zhang H, Gillette MA, Clauser K, Noble M, Tang LC, Pierre-François J, Silterra J, Jensen J, Tamayo P, Korshunov A, Pfister SM, Kool M, Northcott PA, Sears RC, Lipton JO, Carr SA, Mesirov JP, Pomeroy SL, Fraenkel E (2018) Proteomics, Post-translational Modifications, and Integrative Analyses Reveal Molecular Heterogeneity within Medulloblastoma Subgroups. *Cancer Cell* 34: 396-410.e398 doi:10.1016/j.ccell.2018.08.004
  11. Forget A, Martignetti L, Puget S, Calzone L, Brabetz S, Picard D, Montagud A, Liva S, Sta A, Dingli F, Arras G, Rivera J, Loew D, Besnard A, Lacombe J, Pages M, Varlet P, Dufour C, Yu H, Mercier AL, Indersie E, Chivet A, Leboucher S, Sieber L, Beccaria K, Gombert M, Meyer FD, Qin N, Bartl J, Chavez L, Okonechnikov K, Sharma T, Thatikonda V, Bourdeaut F, Pouponnot C, Ramaswamy V, Korshunov A, Borkhardt A, Reifemberger G, Pouillet P, Taylor MD, Kool M, Pfister SM, Kawauchi D, Barillot E, Remke M, Ayrault O (2018) Aberrant ERBB4-SRC Signaling as a Hallmark of Group 4 Medulloblastoma Revealed by Integrative Phosphoproteomic Profiling. *Cancer Cell* 34: 379-395 e377 doi:10.1016/j.ccell.2018.08.002
  12. Wu Z, Irizarry RA, Gentleman R, Martinez-Murillo F, Spencer F (2004) A Model-Based Background Adjustment for Oligonucleotide Expression Arrays. *Journal of the American Statistical Association* 99: 909-917
  13. Smyth GK (2004) Linear models and empirical bayes methods for assessing differential expression in microarray experiments. *Stat Appl Genet Mol Biol* 3: Article3 doi:10.2202/1544-6115.1027
  14. Smyth GK (2005) limma: Linear Models for Microarray Data. In: Gentleman R, Carey VJ, Huber W, Irizarry RA, Dudoit S (eds) *Bioinformatics and Computational Biology Solutions Using R and Bioconductor*. Springer New York, New York, NY, pp 397-420
  15. Wu D, Smyth GK (2012) Camera: a competitive gene set test accounting for inter-gene correlation. *Nucleic Acids Res* 40: e133 doi:10.1093/nar/gks461
  16. R Core Team (2019) R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria
  17. Fouquier J, Guedj M (2015) Analysis of drug combinations: current methodological landscape. *Pharmacol Res Perspect* 3: e00149 doi:10.1002/prp2.149

How the deposited data were processed for this re-analysis (not part of the article)

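Gene expression was measured in HD-MB03 cells treated for 6 h with vehicle, 5 µM entinostat, 1 µM volasertib or both, with 3 biological replicates per group and 12 arrays in all. The authors normalized the Affymetrix arrays with GCRMA and deposited log2 values per probe set in 1 table of the whole series. The version of GCRMA is not given in the sources used here. The submitters' processing notes name the same tool. No scanner files were used here, so background correction and normalization are those of the deposited log2 values. Array medians lay between 1.94 and 2.01, values between −0.03 and 13.7, and the lowest correlation between any 2 arrays was 0.976. No pair of arrays held identical values. Of 54613 probe sets without the AFFX controls, 41091 had 1 gene symbol, 1801 had several and 11721 had none in the platform annotation, and genes were named only from probe sets with 1 symbol. The RefSeq table held 41037 of these symbols and led to 0 changes of symbol. Between 31.2% and 32.1% of probe sets lay above a log2 value of 4. The table holds no detection calls, and where a group's mean lies under 4, the text says so. The size of such a change is not exact, because a level near the background is uncertain, also where the other group lies above 4.

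All comparisons came from 1 limma fit (version 3.58.1 in R 4.3.3) with lmFit and eBayes over the 12 arrays, with group and replicate number as terms, 6 residual degrees of freedom and no filter. The comparisons were entinostat, volasertib and the combination against vehicle, the combination against each compound, and the interaction. p-values were adjusted by Benjamini-Hochberg over all probe sets, with a threshold of 0.05. The methods state a fit that accounts for paired samples, and the arrays were checked for it: deviations from the group means correlated between 0.483 and 0.748 in the 18 pairs of arrays with the same replicate number and between −0.489 and −0.06 in the 36 other pairs of different groups. For counts and named genes, the probe set with the highest mean over the 12 arrays stood for a gene, except for PLK1 and MYC, where the probe set named in the supplement was used. For camera, at a preset correlation of 0.01, the probe set with the strongest effect in the comparison stood for a gene, as in the supplementary methods. fry was run beside it and tests whether the genes of a list move, on balance, in 1 direction. Lists were adjusted over the 12 tests of the MYC target sets, or over the lists of a comparison.

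Before the data were examined, 23 gene lists were fixed: MYC targets V1 and V2, mitosis, DNA replication, ribosome biogenesis, genes induced by histone deacetylase inhibitors, genes induced by BET inhibitors, p53 targets, the BCL2 family, the MYC network, neuronal genes, photoreceptor genes, immediate early genes, the integrated stress response, the interferon response, class I histone deacetylases, the PLK family, markers of fibroblasts, leukocytes and glia, housekeeping genes, the genes of Table S4 and the genes the paper names. All but the last 2 were written from memory. The rule for named genes took, for each comparison with vehicle and for the interaction, the 10 largest rises and the 10 largest falls among genes past the threshold with the same sign in all 3 replicate numbers, the genes of the last 2 lists (the values of Table S4 had been read), and up to 4 examples per list. XIST and Y-linked genes were left out of it.

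The fit was tested on simulated data of 54613 probe sets. In each comparison tested, 100 of them changed by 1 and 100 by 2 on the log2 scale. That is far fewer than the calls against vehicle in the real data, and the simulated noise was independent between probe sets. For entinostat against vehicle the fit recovered 92% of the changes of 1 and 100% of those of 2, with 10 false calls among 202. For volasertib it recovered 88% and 99%, with 12 false calls among 199. For the interaction it recovered 70% and 99%, with 16 false calls among 185. The alternatives tried were no replicate block, a filter on dim probe sets (above a log2 value of 4 in at least 3 arrays), cyclic loess, a shift of array medians, eBayes with trend and robust settings, fits of only the groups compared, array weights, leaving out each array and each replicate number, a threshold of 2-fold in addition, an estimated correlation in camera, other choices of probe set, fry, and MYC target sets without cell-cycle members. The authors' own p-values were not run as an alternative, since no table of comparisons was used here. MYC protein, cell viability and the animal experiments were not analysed here.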

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

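The tests of explanations for the BET inhibitor list and for Table S4 were chosen only after the result was seen, while the assignments of the arrays were planned. A difference between groups marks 5 results, each from the test of the interaction, that is, of whether the change under entinostat differed with and without volasertib. The interaction passed the threshold for 195 probe sets. Among 100 assignments of the 4 conditions within each replicate number, 3 gave as many, the real one included, and the highest other gave 5009. The bound set for this test was wrong, because an assignment that mixes the conditions carries the changes under the single compounds into the interaction, so the share does not test the absence of an interaction. Chance is therefore not excluded, and with any whole replicate number left out no probe set passed in limma (4117 to 5581 at an unadjusted p under 0.05). The median interaction was −0.34 for the 17 measured genes induced by histone deacetylase inhibitors (camera p = 0.00182, p = 0.0961 with an estimated correlation) and −0.57 for the 17 measured immediate early genes (camera p = 2.28e-06, p = 0.0552 with an estimated correlation). Adjusted over the lists, neither held with an estimated correlation (adjusted p = 0.4 and 0.29).

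The median interaction was −0.70 for the 5 genes induced by BET inhibitors (camera p = 6.28e-06, p = 0.0172 with an estimated correlation), of which 4 rose under entinostat and 5 under volasertib. As background, some PLK1 inhibitors are known to bind BET bromodomains, so a response to BET inhibition is a candidate explanation for the rise under volasertib. Low values in the vehicle arrays alone are argued against, since the list lay higher in the combination than with entinostat, a comparison without vehicle arrays (a fry p of 0.00492). This argument is weak, because 1 of the 5 genes passed there and camera with an estimated correlation gave p = 0.0806. The other comparison without vehicle arrays, the combination against volasertib, did not pass (a fry p of 0.0524 and a camera p of 0.159). The interaction of this list did not hold once adjusted over the lists with an estimated correlation (adjusted p = 0.18). For a path through less MYC mRNA, the MYC change under volasertib was 0.02, with a 95% interval from −0.14 to 0.19, so no fall was seen. The MYC probe set lies near the top of the arrays' range, where a fall can be compressed. Under entinostat it still rose by 0.30 to 0.43 over 22 alternative settings, with the call lost in 4, so changes at this level were not wholly hidden. These values argue against a large fall, but how far a fall is compressed was not measured, and a small one stays open. A rise that is particular to volasertib is argued against, since 4 of the 5 genes rose under entinostat as well. Both rises are set against the same vehicle arrays, and in the combination against volasertib, without these arrays, 1 of the 5 genes passed. So this argument is weak too. Whether the rise is larger with volasertib than with entinostat stays open (camera p = 0.684 with an estimated correlation).

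The median interaction was 0.16 for the 17 genes of Table S4 (camera p = 5.94e-07, p = 0.0017 with an estimated correlation, adjusted p = 0.0356 over the lists), so as a list these genes lay higher under the combination than the sum of the single changes, though none of the 17 passed alone in limma. One array as the source is argued against, since the highest camera p over the 12 fits without 1 array was 0.000213. Cell-cycle genes as the whole cause are argued against, since the 13 genes outside the cell-cycle lists that Table S4 does not label as cell cycle gave a camera p of 5.17e-06 (p = 0.00293 with an estimated correlation). What sets the size of the fall under the combination was not tested, and a weaker action of entinostat in the presence of volasertib stays among the open explanations.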

How the results depend on the processing

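All alternatives in this part were planned, and no test here was chosen after the result was seen. No result changed its direction while past the threshold in any alternative, and the scaling alternatives moved the median of a comparison by at most 0.0581. Other choices of probe set were tried for gene sets only. For SRSF1 under entinostat, other probe sets passed in the other direction. Without the replicate block, the paired samples counted as independent, 6816 probe sets changed under entinostat, 970 under volasertib and 5747 under the combination, against 10872, 3198 and 9689. In the same fits 276 differed between the combination and entinostat, 3354 between the combination and volasertib and 12 in the interaction, against 1477, 6905 and 195. The replicate block changed no call of the MYC target sets, but 39 of 121 calls of named genes were lost without it. Requiring a 2-fold change left 2147, 424, 1799, 246, 1128 and 106 probe sets in the same order, by construction. Fits of only the groups compared gave 6722 under entinostat, 1017 under volasertib and 380 between the combination and entinostat, with fewer arrays behind the spread. The filter on dim probe sets gave 2804 for the combination against entinostat and 673 in the interaction, and eBayes with trend and robust settings gave 3032 and 750. The cause was not tested.

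For MYC targets V1, the filter on dim probe sets ended the calls under entinostat (a p of 0.247) and of the combination against volasertib (0.0751). With an estimated correlation p was 0.127 under entinostat, 0.103 under volasertib, 0.083 for the combination against entinostat and 0.133 against volasertib. Under volasertib p was 0.0706 with only the groups compared, 0.0637 with all probe sets and 0.0636 without cell-cycle members and MYC, and with the highest-mean probe set the combination against entinostat gave 0.0768. For V2, p under volasertib passed with cyclic loess (0.0441), the highest-mean probe set (0.022) and all probe sets (0.0232). The V2 interaction passed with the highest-mean probe set (0.0167). fry, which sets the genes against no change and not against other genes, gave 0.000194 and 0.0129 for these results. The combination against volasertib gave 0.0535 with an estimated correlation. The cause was not tested.

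With 1 array or 1 replicate number left out, 5946 to 10423 probe sets changed under entinostat, 244 to 3135 under volasertib, 4844 to 9863 under the combination, 27 to 1479 between the combination and entinostat, 2679 to 7061 between the combination and volasertib and 0 to 81 in the interaction. The lowest were those without replicate 1, which leaves 8 arrays, and without replicate 2 or 3 the interaction was 0 as well (limma, 4117 to 5581 at an unadjusted p under 0.05). The V1 camera p ranged from 0.0211 to 0.192 under volasertib and from 0.00705 to 0.0819 for the combination against entinostat, and the V2 p of the interaction from 0.0364 to 0.253. With 1 array left out, the volasertib count fell to 1577 or 1541 without vehicle replicate 1 or 3 and to 1331 or 1066 without volasertib replicate 1 or 3. The combination against entinostat fell to 548, 944 or 533 without entinostat replicate 1, 2 or 3 and to 306, 483 or 467 without combination replicate 1, 2 or 3. Against volasertib it fell to 4506 or 4455 without volasertib replicate 1 or 2 and to 4484 without combination replicate 2. The interaction fell to between 21 and 81 without any 1 array. The volasertib call of V1 was lost without vehicle replicate 1 (0.0974) or 2 (0.192), volasertib replicate 1 (0.0802) or 2 (0.0727), and replicate 1 (0.122), 2 (0.184) or 3 (0.0832). The combination against entinostat lost its V1 call without replicate 1 (0.0819), and without entinostat replicate 3 the V2 interaction passed (0.0364). Array weights and the shift of array medians changed none of the counts by over 1.5 times. The authors' own p-values were not run as an alternative.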

Differences from the paper's values

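The tests compared in this part were planned, and none was chosen after the result was seen, apart from the exchange of panels. The values below take Fig. 4b and Fig. 4c as named. With entinostat and volasertib exchanged, 3 of the 4 printed p-values lie within 1.5 times those fitted here, against 0 as named. The ends of the axes then differ by 1.43 in sum, against 37.5 as named, as the other observations describe. For MYC targets V1 under entinostat, the paper's p is about 0.04 in Fig. 4b, read by eye, and the value here is 0.0103. Of 27 alternatives set before the data were examined, the median shift and the fit without replicate 2 fall within 1.5 times the paper's value and the other 25 do not. For V2 under entinostat, the paper's p is about 0.07 in Fig. 4b, read by eye, and the value here is 0.000485, and none of the 27 alternatives falls within it. Under volasertib, the paper's p for V1 is about 0.02 in Fig. 4c, read by eye, and the value here is 0.0314. Cyclic loess, the median shift, eBayes with trend and robust settings, array weights and the fit without volasertib replicate 3 fall within it, and the other 22 do not. For V2 under volasertib, the paper gives a bound of about 0.001 in Fig. 4c, read by eye, and the value here is 0.0601. None of the alternatives that use camera falls within the bound. The value of fry does, but fry sets the genes against no change and not against other genes, so it is another quantity. The supplementary methods state that p-values were adjusted by Benjamini-Hochberg and do not say over which tests, or whether the p-values printed in the figure are the adjusted ones. Adjusted over the 12 set tests, the values here are 0.0177 and 0.00194 under entinostat and 0.0471 and 0.0801 under volasertib, and none of them lies within 1.5 times the paper's value or bound.

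The highest statistic on the axis is about 18 in Fig. 4b, read by eye, and the highest moderated t under entinostat is 35.8 here, and none of 22 alternatives falls within 1.5 times of it. In Fig. 4c it is about 36, read by eye, and the highest moderated t under volasertib is 18.6 here. The fit of only the groups compared, the fit without entinostat replicate 2 and the fit without replicate 2 fall within it, and the other 19 do not. The lowest statistics of these panels and the values of Fig. 4d do not differ by this measure.

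The paper states a significant fall of both MYC target sets under each treatment. Here both sets were shifted downward under each, and V2 under volasertib had a p of 0.0601. It passed with cyclic loess (0.0441), the highest-mean probe set (0.022) and all probe sets (0.0232). V1 under volasertib passed with a p of 0.0314. The paper's own figure also holds a V2 value above the threshold used here. In Fig. 4b, labelled entinostat, the printed p for V2 is about 0.07, read by eye. If the panels are exchanged, that printed value belongs to volasertib and lies near the 0.0601 found here. Whether they are exchanged stays unknown.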

Other observations

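The tests of the order of the panels in Fig. 4 were chosen only after the result was seen, while the tests of lists and the splits were planned. Of the 17 measured genes that histone deacetylase inhibitors are known to induce, 13 rose under entinostat, 8 rose and 1 fell under volasertib, and 14 rose under the combination (14 rose and 1 fell, 9 rose and 4 fell, and 15 rose when adjusted over the list alone). The metabolic gene DHRS2 had log2 fold changes of 2.28 (standard error 0.47) under entinostat and 5.43 under the combination. Of 17 immediate early genes, 11, 10 and 13 rose under entinostat, volasertib and the combination, and 1 fell under the combination (11, 12 and 13 rose and 1, 0 and 1 fell when adjusted over the list alone). KLF4 rose by 2.97 under entinostat and by 3.28 (standard error 0.24) under the combination. The adjusted camera p of the first list was 5.72e-07, 0.000666 and 2.41e-09, and with an estimated correlation the adjusted p was 0.0787, 0.215 and 0.0621. That of the second was 3.16e-06, 4.73e-08 and 3.55e-08, and with an estimated correlation the adjusted p was 0.0847, 0.16 and 0.07. The 5 genes induced by BET inhibitors rose in 4, 5 and 5 cases (5, 5 and 5 when adjusted over the list alone), among them HEXIM1, an inhibitor of the elongation factor P-TEFb, by 1.08, 1.03 and 1.42. Its adjusted camera p was 0.00105, 6.75e-07 and 3.68e-05, and with an estimated correlation the adjusted p was 0.134, 0.16 and 0.0736.

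Among 40 genes of mitosis, 19 fell and 3 rose under entinostat, 1 fell and 1 rose under volasertib and 11 fell and 4 rose under the combination (23 fell and 6 rose, 2 fell and 1 rose, and 13 fell and 5 rose when adjusted over the list alone). CDCA3 and CCNB1 fell by 0.79 and 0.74 under entinostat. Of 32 genes of DNA replication, 7 fell under entinostat, 8 fell and 1 rose under volasertib and 16 fell and 1 rose under the combination (7, 11 and 18 fell and 0, 1 and 1 rose when adjusted over the list alone), with CCNE1 at −0.96 under entinostat and −1.26 under the combination. Of 41 genes of ribosome biogenesis, 14, 3 and 11 fell and 2, 0 and 4 rose (17, 3 and 13 fell and 2, 1 and 4 rose when adjusted over the list alone), and UBTF, a transcription factor of ribosomal DNA, had log2 fold changes of −1.76, −0.64 and −1.76. Of 19 neuronal genes, 6 rose under entinostat, 1 rose and 1 fell under volasertib and 6 rose under the combination (9, 2 and 7 rose and 0, 1 and 0 fell when adjusted over the list alone), among them MAP2 by 3.91 and INA by 1.96 under entinostat. Of 18 photoreceptor genes, which group 3 medulloblastoma can express, 6 rose under entinostat, 4 fell under volasertib, and 2 rose and 3 fell under the combination (8 rose and 1 fell, 6 fell, and 2 rose and 3 fell when adjusted over the list alone). RP1 fell by 2.19 (standard error 0.20) under volasertib. The changes of KLF4, MAP2 and RP1 and that of DHRS2 under the combination have a group under a log2 value of 4 and are not exact. DHRS2 lay under 4 in both groups for entinostat, so that value is not exact either. With an estimated correlation the adjusted p of these 5 lists under entinostat was 0.375, 0.464, 0.0787, 0.0787 and 0.375.

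Other lists gave the following counts under entinostat, volasertib and the combination. Of 21 p53 targets, 9, 5 and 8 rose and 4, 1 and 3 fell, and of 14 genes of the BCL2 family, 3, 0 and 2 rose and 4, 0 and 3 fell. Of 18 genes of the integrated stress response, 8, 3 and 5 rose and 2, 1 and 2 fell, and of 17 genes of the interferon response, 2, 1 and 2 rose and 2, 4 and 4 fell, with IRF7 at 1.88 (not exact, from a vehicle level under 4) and USP18 at −1.74 under volasertib. Of 5 genes of the PLK family, PLK2 rose in all 3, by 3.12, 1.23 and 3.25 (under volasertib lost in 4 of 22 alternative settings, adjusted p up to 0.173). PLK1 fell under entinostat and the combination. PLK4 passed under entinostat only, with a log2 fold change of −0.225 under the combination (standard error 0.085, adjusted p = 0.107 from limma). HDAC3 was the only one of 4 class I deacetylases past the threshold, at 0.31 under the combination, a call lost in 8 of 22 alternative settings. Of the 17 measured genes that the paper names, 2, 1 and 3 rose and 3, 0 and 2 fell. Markers of other cell types moved little: of 9 fibroblast markers, 2, 0 and 1 rose and 0, 1 and 0 fell, and of 8 glial markers OLIG1 rose by 0.71 under entinostat and 1.06 under the combination, with every group under a log2 value of 4, so these values are not exact. None of 8 leukocyte markers and 7 housekeeping genes passed in limma, with 1 of each at an unadjusted p under 0.05 under entinostat, 0 under volasertib and 1 under the combination. When adjusted over each list alone, 9, 10 and 8 p53 targets rose and 6, 4 and 4 fell, 3, 3 and 2 genes of the BCL2 family rose and 4 fell in each, 11, 3 and 6 genes of the stress response rose and 2, 1 and 3 fell, and 2, 1 and 2 genes of the interferon response rose and 2, 5 and 4 fell. The PLK family then had 2, 1 and 1 rises and 2, 0 and 2 falls, and the other lists of this paragraph kept their counts. The difference between the 3′ and 5′ probe sets of ACTB, a sign of RNA quality, was 0.43 ± 0.03 with vehicle, 0.33 ± 0.04 with entinostat, 0.45 ± 0.08 with volasertib and 0.33 ± 0.06 with the combination (SD, n = 3). For GAPDH it was −0.02 ± 0.04, 0.01 ± 0.04, 0.00 ± 0.04 and 0.04 ± 0.07 in the same order (SD, n = 3).

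Table S4 lists 17 MYC target genes that fell under entinostat in arrays of an earlier study, and on the present arrays 13 of them fell under entinostat, 2 under volasertib and 8 under the combination (15, 2 and 10 when adjusted over the list alone). For SLC19A1 the paper's log2 fold change is −0.48, and here it was −1.34. For PLK1 the paper's value is −0.52, and here it was −0.97. For CCNA2 the paper's value is −0.55, and here it was −0.28 (standard error 0.10, adjusted p = 0.0721 from limma). SRSF1, with −0.75 in the paper, had −0.26 here on its brightest probe set and rises on 3 others. camera gave p = 1.89e-08 for this list under entinostat (p = 0.00099 with an estimated correlation) and p = 0.213 under volasertib. For the combination it gave p = 1.85e-05 (p = 0.00536 with an estimated correlation, adjusted p = 0.0621 over the lists).

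The statistics printed in Fig. 4b and Fig. 4c lie close to those fitted here for the other compound. Summed over the 4 ends of both axes, the printed values differ from the fitted ones by 1.43 with the compounds exchanged and by 37.5 as named, which is consistent with panels that are exchanged relative to the labels of the arrays. Of the 4 printed p-values for the MYC target sets, 3 lie within 1.5 times those fitted here with the compounds exchanged and 0 as named. Exchanged labels of the arrays are argued against, because the Table S4 genes lay lower in the arrays labelled entinostat than in those labelled volasertib, with a median log2 difference of −0.406 (adjusted p = 0.0308 with an estimated correlation). Genes induced by histone deacetylase inhibitors lay higher in the arrays labelled entinostat (median difference 0.449), but with an estimated correlation (p = 0.0641) this decides nothing by itself. How the panels were drawn stays unknown here.

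Splits of the 6 arrays of a comparison into 3 and 3 number 10, too few for a share under 0.05, so only values are given. The real split changed 10872, 3198, 9689, 1477 and 6905 probe sets under entinostat, volasertib and the combination and for the combination against each compound, and in limma 0 passed in any other split, with at most 3591, 3722, 2880, 3214 and 2478 at an unadjusted p under 0.05. The other splits mix arrays of both conditions, so the real changes enter the spread of the fit and few calls can arise. Their 0 is therefore no measure of chance. For MYC targets V1, camera p in these 5 comparisons was 0.0103, 0.0314, 4.06e-05, 0.00745 and 0.00498, and the smallest in another split was 0.0261, 0.161, 0.0014, 0.0692 and 0.00692, so 1 split, the real one, was as extreme in each. For V2 the real p was 0.000485, 0.0601, 6.06e-05, 0.635 and 0.00167 and the smallest other 0.000372, 0.168, 0.00238, 0.144 and 0.00289, so 2, 1, 1, 5 and 1 splits were as extreme. Since the numbers pair the arrays, the real split compares best with the other splits that part all 3 pairs, where the smallest p was 0.0945, 0.234, 0.018, 0.0871 and 0.0176 for V1 and 0.00425, 0.24, 0.00888, 0.398 and 0.0326 for V2. The remaining splits leave 2 arrays with the same number on 1 side. For the interaction, 85 of 100 assignments gave a p as small as 0.611 for V1 (smallest other 1.96e-05) and 42 of 100 one as small as 0.0962 for V2 (smallest other 1.42e-05). These assignments carry the changes under the single compounds into the interaction and decide nothing about chance.

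The comparisons of entinostat and volasertib share the 3 vehicle arrays, too few to split. Across probe sets, which are not independent replicates, their log2 fold changes correlated with r = 0.26, and unchanged groups against shared vehicle arrays gave r = 0.502 in 20 simulated draws. The covariance was 0.0304 against 0.0098 simulated, a difference of 0.0206. The signs matched in 61.2% of probe sets, against 66.7% simulated. In both comparisons 674 probe sets rose, where independent lists give 129, and 769 fell, where independent lists give 192, while the simulated draws gave 0 of either. A rise under entinostat with a fall under volasertib occurred in 259 probe sets (independent lists 160), and the opposite in 168 (independent lists 156). As the vehicle arrays are shared, part of the excess over independent lists was not separated from what these arrays share. The simulated draws hold no true change, so the shared arrays set their correlation and sign match, and few calls can arise. The correlation, sign match and calls of these draws therefore do not test whether both compounds act alike.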
